# Effect of chronic ethanol consumption in rhesus macaques on the nucleus accumbens core transcriptome

**DOI:** 10.1111/adb.13021

**Published:** 2021-05-04

**Authors:** Nicole Walter, Rita Cervera-Juanes, Christina Zheng, Priscila Darakjian, Denesa Lockwood, Verginia Cuzon-Carlson, Karina Ray, Suzanne Fei, Don Conrad, Robert Searles, Kathleen Grant, Robert Hitzemann

**Keywords:** nonhuman primate, chronic ethanol consumption, nucleus accumbens core

## Abstract

The nucleus accumbens core (NAcc) has been repeatedly demonstrated to be a key component of the circuitry associated with excessive ethanol consumption. Previous studies have illustrated that in a nonhuman primate (NHP) model of chronic ethanol consumption, there is significant epigenetic remodeling of the NAcc. In the current study, RNA-Seq was used to examine genome-wide gene expression in eight each of control, low/binge (LD*), and high/very high (HD*) rhesus macaque drinkers. Using an FDR < 0.05, zero genes were significantly differentially expressed (DE) between LD* and controls, six genes between HD* and LD*, and 734 genes between HD* and controls. Focusing on HD* versus control DE genes, the upregulated genes (*N* = 366) were enriched in genes with annotations associated with signal recognition particle (SRP)-dependent co-translational protein targeting to membrane (FDR < 3 × 10^−59^), structural constituent of ribosome (FDR < 3 × 10^−47^), and ribosomal subunit (FDR < 5 × 10^−48^). Downregulated genes (*N* = 363) were enriched in annotations associated with behavior (FDR < 2 × 10^−4^), membrane organization (FDR < 1 × 10^−4^), inorganic cation transmembrane transporter activity (FDR < 2 × 10^−3^), synapse part (FDR < 4 × 10^−10^), glutamatergic synapse (FDR < 1 × 10^−6^), and GABAergic synapse (FDR < 6 × 10^−4^). Ingenuity Pathway Analysis (IPA) revealed that EIF2 signaling and mTOR pathways were significantly upregulated in HD* animals (FDR < 3 × 10^−33^ and <2 × 10^−16^, respectively). Overall, the data supported our working hypothesis; excessive consumption would be associated with transcriptional differences in GABA/glutamate-related genes.

## 1 | INTRODUCTION

For nearly 40 years,^1,2^ it has been recognized that the nucleus accumbens has a pivotal role in the mechanisms of action associated with alcohol and drugs of abuse,^3–7^ in part due to its implication in the control of motivated behaviors by discrete cues.^8^ Subsequent studies revealed that the nucleus accumbens core (NAcc) and shell (NAcs) have differential roles in the regulation of addictive behavior (see Di Chiara^9^ and references therein). In the current study, the focus is on the NAcc, as it selects and integrates the most relevant information from limbic and cortical efferents to mediate behavior, such as alcohol intake. The NAcc has been implicated in all aspects of alcohol addiction, including dependence, tolerance, craving, and withdrawal.^10–14^

The development and characterization of a nonhuman primate (NHP) model of ethanol consumption^15,16^ has proven to be key for understanding how the brain transcriptome and epigenome are independently linked to a wide range of alcohol consumption histories (see, e.g., literature^1,2,17^). In this animal model, macaques self-select into four distinct, stable drinking categories characterized over 12 months of daily access.^16^ These categorical levels of alcohol intakes are based on the quantity/frequency of consumption and are nominally termed low (LD), binge (BD), heavy (HD), and very heavy (VHD) drinking.^15,18^ Using this model,^1,2^ we have identified epigenetic signals in the NAcc that differentiate alcohol naïve from low/binge from heavy/very heavy alcohol drinking rhesus macaques. Focusing on spatially correlated clusters of differentially methylated CpG sites (differential methylated regions [DMRs]) between the low/binge and heavy/very heavy drinking monkeys, 17 significant DMRs were identified that were significantly correlated with average daily alcohol intake.^1^ Eight of these DMRs mapped to regions near genes are associated with synaptic plasticity; three of the synaptic genes—*LRP5*, *GPR39*, and *JAKMIP1*—revealed significant correlations between DMR and whole-gene or alternative transcript expression (as evaluated by real-time PCR), supporting a functional role of DNA methylation in regulating gene and alternative transcript variant expression. Furthermore, the coordinated changes in DNA methylation and gene expression suggested a bias in the excitatory and inhibitory balance in the NAcc with chronic heavy alcohol use. Following on this hypothesis, and focusing on *GPR39*, a gene encoding the zinc-sensing G protein-coupled receptor 39 previously reported to modulate glutamate and GABA signaling in several brain regions (see references^19^), Cuzon Carlson et al.^19^ found that the GPR39 agonist TC-G 1008 reduced ethanol intake in mice (two-bottle choice [2BC]) without affecting total fluid intake, locomotor activity, or saccharin preference. Furthermore, repeated doses of the agonist prevented ethanol escalation in an intermittent access to 2BC paradigm. This effect was reversible, as ethanol intake increased when the agonist was no longer given. Furthermore, in synaptic recordings of the NAcc, the agonist shifted neurotransmission balance toward excitation, supporting an important role of glutamate signaling in the NAcc in mediating ethanol intake.

The current study was undertaken to expand on these observations that transcriptome changes identified in the NAcc of rhesus macaques underlie excessive ethanol consumption. Genome-wide RNA-Seq was used to examine the NAcc transcriptome in control, low/binge drinking, and heavy/very heavy drinking animals. A key goal of the study was to determine if, as predicted and suggested by the epigenetic studies, excessive chronic ethanol consumption involves genes enriched in annotations associated with synaptic plasticity and specifically glutamate and GABA signaling.

## 2 | METHODS AND MATERIALS

### 2.1 | Animals

NAcc samples were obtained from four cohorts (Cohorts 4, 5, 7a, and 7b) of unrelated adult male rhesus macaques (*Macaca mulatta*) through the Monkey Alcohol Tissue Research Resource (MATRR^20^). The cohort associated with an individual animal is found in Table S1. The animals used here are the same as used previously^1,2^ but with some additions to balance group size. Animals were individually housed in quadrant cages (0.8 × 0.8 × 0.9 m) with constant temperature (20–22°C), humidity (65%), and an 11-h light cycle. Animals had visual, auditory, and olfactory contact with other animals within the same cohort. All animals were maintained on positive caloric and fluid balance, and body weights were recorded weekly. All procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals and the NIH guidelines for the care and use of laboratory animal resources and approved by the Oregon National Primate Research Center IACUC. Detailed drinking data and additional data and tissue resources are available for the four cohorts from MATRR (www.matrr.com).^20^

### 2.2 | Ethanol subjects

Monkeys were trained to use operant drinking panels to obtain all fluids (water and/or ethanol) and meals. Once trained, they underwent 4 months of schedule-induced polydipsia (SIP) to induce ethanol self-administration in daily sessions.^16^ SIP is an effective protocol to establish voluntary ethanol consumption through the use of interval schedules for food delivery. Briefly, banana-flavored food pellets (1 g) were delivered every 300 s until the preset volume of fluid was consumed. After SIP of water only, monkeys were induced to increasing volumes of 4% (w/v) ethanol in 30-day increments equivalent to 0.5, 1.0, and 1.5 g/kg/day, respectively. Following induction, “open access” (or 22 h/day concurrent access to ethanol on one spout and water on the other spout) began. The subjects received three meals (approximately 2 h apart) of banana pellets each session (day), with the first meal available at the session start. Each daily session of 22 h began in the late morning and ended early morning the following day. Ethanol was removed for 2 h each day for cage cleaning, blood draws, and other routine procedures. During the 2 h of ethanol removal, monkeys were pair-housed by removing a barrier between adjacent cages. The lighting schedule in the room was 11-h light, 13-h dark; the lights went off 7 h after the start of the open-access session. The details of the open-access protocol are discussed in Grant et al.^16^ as are the methods for BEC determination. Ethanol intake was recorded daily with a 0.5-s resolution. For analysis purposes, the light and binge drinkers (*N* = 8) were combined into a group hereafter denoted as LD*; the heavy drinkers and very heavy drinkers were combined into a group hereafter denoted as HD*.

### 2.3 | Control subjects

Control subjects were housed in the same room as the ethanol drinking subjects of the same cohort and participated in all experimental manipulations. For the controls, SIP and self-administration conditions were identical, with the exception that both spouts dispensed water. A maltose dextrin solution (10% in water) was given to the controls to calorically match the drinkers and controls. The dextrin solution was given at the beginning of each daily session by attaching a bottle to the front of the housing cage.

### 2.4 | Tissue collection

After the 12-month open-access period, and without imposed abstinence, a previously described, detailed necropsy protocol^21^ was used to systematically collect tissues from all subjects. Briefly, monkeys were anesthetized with ketamine (10 mg kg^−1^), maintained on isoflurane, and perfused with ice-cold oxygenated monkey perfusion solution (containing [in mM] 124 NaCl, 23 NaHCO3, 3 NaH2PO4, 5 KCl, 2 MgSO4, 10 D-glucose, 2 CaCl2). Anesthesia was maintained for 30–60 min prior to perfusion. Animals could consume ethanol for up to 4 h prior to sacrifice; blood ethanol concentrations (BECs) at sacrifice were trace to no ethanol detected. Brains were quickly removed and sectioned along the coronal plane using a brain matrix.^21^ The block containing the NAcc was initially selected by each individual’s magnetic resonance imaging and verified using visible landmarks. In macaques, the NAcc is ~2 × 2 mm and extends ~3 mm rostral/caudal.^21^ The core is differentiated from the shell based on visible landmarks such as the curvature of the internal capsule in which the area just ventral to its end is the NAcc. From the frozen 4-mm coronal brain block maintained on dry ice, a small circular dissection of ~1 mm^3^ was made, taking care to not collect white matter from the tract (dorsal to the core). This relatively small dissection avoids the NAcs and yields enough tissue for nucleic acid isolation. RNA was extracted from the NAcc using the All Prep DNA/RNA/microRNA Universal Kit (QIAGEN Sciences, Germantown, MD, USA) following the manufacturer’s recommendations.

### 2.5 | RNA-Seq

Libraries with strand orientation were prepared using the TruSeq RNA Sample Preparation Kit (Illumina, San Diego CA, USA). Libraries were sequenced according to specification on a HiSeq 2500 (Illumina) at the Oregon Health and Science University Massively Parallel Sequencing Shared Resource. PolyA selected libraries were multiplexed three per lane, yielding an average of 76 million total paired-end reads per sample. FastQC (Babraham Bioinformatics) was used for quality checks on the raw sequence data. Reads were aligned to MacaM genome assembly using STAR Version 2.5.2b^22^ with default parameters except for the following: outFilterMismatchNmax = 2 and outFilterMultimapNmax = 1. Using HTSeq Version 0.6.1p1^23^ and the MacaM_Rhesus_Genome_Annotation_v7.8.1 GTF annotation file, read counts were summarized at the gene level. On average, 70% of reads are uniquely mapped to the MacaM genome. Generalized linear models, using DESeq2,^24^ were used to detect differential expression between high drinkers and controls (HD* vs. controls), low drinkers and controls (LD* vs. Control), and high drinkers and low drinkers (HD* vs. LD*). A secondary analysis contrasted the HD and VHD drinkers (*N* = 4 each) within the HD* group; details are found in Data S1. The RNA-Seq data are available through NCBI GEO database (accession # GSE144783).

### 2.6 | Gene ontology enrichment

Gene ontology (GO) enrichment was conducted on the ethanol-affected differentially regulated genes using GOrilla^25^ with human annotations; transcripts meeting the threshold of one transcript per million (TPM) were used as the background reference. The significance level was set at FDR (*q*) < 0.05.

### 2.7 | Ingenuity Pathway Analysis

Pathway analyses^26^ were performed in Ingenuity Pathway Analysis (IPA) (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathwayanalysis). Pathway analysis for HD* versus controls was performed at FDR < 0.05.

### 2.8 | Quantitative polymerase chain reaction

RNA extracted from the same NAcc tissues as used for the RNA-Seq analysis was used for real-time quantitative reverse transcriptase PCR (RT-PCR) analysis. The Fluidigm Reverse Transcription Master Mix (Fluidigm, San Francisco, CA, USA) was used to reverse-transcribe 25 ng of each RNA sample following the manufacturer’s instructions. Next, the complementary DNA was pre-amplified, and unincorporated primers were removed following the manufacturer’s instructions. The reactions were diluted (10×) with 43 μL of TE buffer (Teknova, Hollister, CA, USA). Quantitative polymerase chain reaction (qPCR) was performed using the BioMark HD System and the 96.96 GE Dynamic Arrays (Fluidigm) in triplicate assays. The Fluidigm sample premix and the assay premix were prepared following the manufacturer’s instructions. The samples and reagents were mixed using the Nanoflex IFC controller (Fluidigm). Thermal qPCR conditions were as follows: 95°C for 60 s, 35 cycles of 95°C for 5 s, and 60°C for 20 s. Data were processed by automatic threshold for each assay, with derivative baseline correction using the BioMark Real-Time PCR Analysis Software 3.1.2 (Fluidigm). The quality threshold was set at the default of 0.65. The mRNA expression levels were normalized as previously described^1,2^ except for using cytochrome c1 as the constitutive gene (*CYC1*). Among eight potential constitutive genes (*B-ACTIN*, *PGK1*, *TOP1*, *ACTG1*, *RPL13*, *UBE2D2*, *EIF4A2*, and *CYC1*), we selected *CYC1* for housekeeping as determined by ReFinder.^27^ Three sets of triplicate assays were performed for each sample. The primer sequences are listed in Table S6.

## 3 | RESULTS

### 3.1 | Voluntary ethanol consumption

NAcc samples were obtained from eight controls, eight low/binge drinkers, and eight heavy/very heavy drinkers. 

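RNA from the NAcc core of 24 animals, 8 controls, 8 LD* and 8 HD* animals, had been sequenced as polyA-selected paired-end libraries, aligned to the MacaM assembly with STAR and counted on genes with HTSeq by the authors. The values examined are the authors' TPM for each animal. Every animal's values add up to between 999998 and 1000000, so the number of reads behind a value is unknown, no counting error can be given and a model of read counts could not be fitted. The animals came from 4 cohorts. Cohort 4 held 2 LD* animals, cohort 5 held 3 controls and 4 HD* animals, cohort 7a held 2 controls, 3 LD* and 4 HD* animals, and cohort 7b held 3 controls and 3 LD* animals. HD* animals and controls therefore occurred together only in cohorts 5 and 7a. Daily ethanol intake was 1.58 ± 0.53 g/kg in LD* and 3.14 ± 0.33 g/kg in HD* animals (mean ± SD, n = 8 each), a difference of 1.56 g/kg (exact permutation test, p = 0.000155). The categories are defined by drinking, so a difference in intake was built in. Blood ethanol was 42.1 ± 14.2 mg/dL in 7 LD* animals and 96.9 ± 22.3 mg/dL in 8 HD* animals (mean ± SD). Genes with a mean of at least 10 TPM over the 24 animals were tested with limma on log2(TPM + 1), with 3 groups sharing a spread that follows a trend with expression, and p-values were adjusted by the Benjamini-Hochberg method. Genes with a mean between 1 and 10 TPM were tested in the same way among all genes with at least 1 TPM. Log2 fold changes are differences of mean log2(TPM + 1), which understates changes of weakly expressed genes, and a TPM value is a share of the total RNA, so a rise of some genes lowers others. In data simulated with the animals' own means and spreads, with 200 of 9197 genes changed by 0.5, 1 or 2 on the log2 scale, the test recovered 69, 172 and 197 of them at an adjusted p under 0.05. The simulated genes varied independently and the changed ones were drawn at random, so fewer would be recovered among genes of wide spread.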

The drinking categories are based on data-driven definitions.^15^ For simplicity, we refer to the two drinking groups as LD* and HD*. Average daily consumptions in the LD* versus HD* were 1.58 ± 0.19 versus 3.14 ± 0.12 g/kg (*t*-test—*p* < 5 × 10^−6^) (see Table S1). BECs were measured approximately every 5 days during the 12-month open-access period at 7 h into the daily 22 h of open access. Due to the timing of the blood sampling, the BECs do not necessarily reflect the total daily intake, but rather the intake pattern over the first 7 h of session access. Average BECs in LD* versus HD* were 42 versus 97 mg/dL (*p* <9 × 10^−5^). All of the animals were between 5 and 8 years of age, except for two older LD* animals. Age was not a significant covariate in the analyses. Box plots of the BEC data across groups are also found in Supplemental Table S1. Additional details on the animals are available at the MATRR^20^ and can be accessed using the MATRR ID.

### 3.2 | Differential gene expression: RNA-Seq

Thirteen thousand six hundred thirty-seven genes met the threshold of one TPM (reads) for inclusion in the data analysis. These genes and their expression levels in the three groups are listed in Table S2. These genes were used as the reference set for annotation (see below). It should be noted that the animals used were expressly chosen to be genetically unrelated and principal component analysis (PCA) revealed that differences among animals were greater than the differences among groups (data not shown).

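The TPM values covered 17208 gene symbols, of which 13637 had a mean of at least 1 TPM over the 24 animals, 9197 a mean of at least 10 TPM and 1925 a mean of at least 100 TPM. Of these symbols, 27 had been turned into dates by a spreadsheet and were kept as they stood. In a RefSeq annotation of the rhesus assembly T2T-MMU8v2.0, a different build from MacaM, 15640 of the 17208 symbols occurred. The 10 most highly expressed genes held between 3.53% and 6.33% of an animal's total. Correlations of log2(TPM + 1) between pairs of animals ran from 0.821 to 0.990, and 0 pairs had identical values.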

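In a PCA of log2(TPM + 1) over the 9197 genes with a mean of at least 10 TPM, the first component carried 43.9% and the second 22.0% of the variance. The 3 groups explained 6.83% of the variance between the 24 animals (permutation of group labels, p = 0.646), and between 5.57% and 7.58% with only the 500 most variable genes, with each gene at unit variance or with 8 added in place of 1. Cohort explained 16.0% (permutation, p = 0.215). Scores on the first component were 1.54 ± 28.1 in controls, −5.50 ± 20.0 in LD* and 3.96 ± 26.7 in HD* animals (mean ± SD, n = 8 each). HD* animals lay 2.43 above controls (exact permutation over 12870 assignments, p = 0.865), 13.8 above them in cohort 5 (p = 0.314) and 0.31 above them in cohort 7a (p = 1). The sign of a component is arbitrary.

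**Figure D1:**
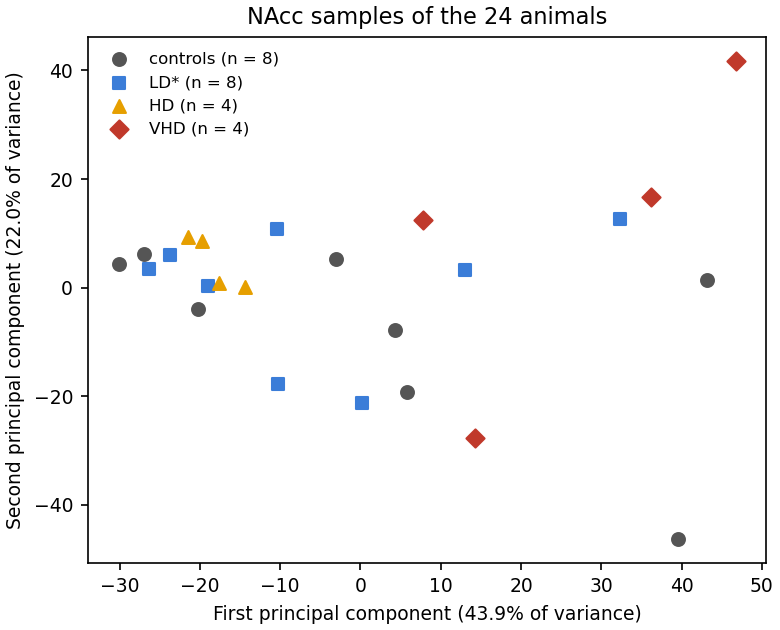
First and second principal components of log2(TPM + 1) in 24 NAcc samples, by drinking category, with the share of variance on each axis.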

Generalized linear models, using DESeq2,^24^ were used to detect differential expression among the three groups. No genes were significant with an FDR < 0.05 for LD* versus controls, six genes were significant with an FDR < 0.05 for HD* versus LD*, and 734 genes were found to be significant with an FDR < 0.05 for HD* versus controls. 

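At an adjusted p under 0.05, 0 of 9197 genes differed between HD* animals and controls, 0 between LD* animals and controls and 0 between HD* and LD* animals (limma, n = 8 each). The smallest adjusted p was 0.806, 1.00 and 0.914. At an unadjusted p under 0.05 there were 357 genes (40 higher and 317 lower in HD* animals), 164 genes (23 higher and 141 lower in LD* animals) and 67 genes (22 higher and 45 lower in HD* animals). The median log2 fold change of all genes between HD* animals and controls was −0.095, and 0.036 after rescaling by the trimmed mean of M-values (TMM), with which the 342 genes at an unadjusted p under 0.05 were 271 higher and 71 lower. TMM rescaling also turned the balance for LD* animals against controls (124 higher and 76 lower) and for HD* against LD* animals (64 higher and 36 lower). No gene passed in any other setting tried, including cohort or a cell marker score as a covariate. Cohorts 5 and 7a alone were tried only for HD* animals against controls, and no gene passed there either. The genes with the smallest p between controls and HD* animals averaged 14.7 ± 4.26 and 9.05 ± 2.34 TPM for CFLAR (log2 fold change −0.63, SE 0.18, adjusted p = 0.806), 63.9 ± 11.5 and 81.2 ± 10.7 TPM for HYI (log2 fold change 0.35, SE 0.10, adjusted p = 0.806) and 74.3 ± 7.53 and 61.0 ± 6.37 TPM for MSN (log2 fold change −0.28, SE 0.082, adjusted p = 0.806) (mean ± SD). For LD* animals against controls they averaged, in controls and LD* animals, 25.1 ± 5.91 and 13.8 ± 4.50 TPM for TNFSF10 (log2 fold change −0.83, SE 0.20, adjusted p = 1.00), 27.3 ± 11.2 and 15.2 ± 3.64 TPM for CRIP1 (log2 fold change −0.75, SE 0.19, adjusted p = 1.00) and 38.7 ± 8.65 and 25.5 ± 5.35 TPM for TAGLN (log2 fold change −0.58, SE 0.15, adjusted p = 1.00). For HD* against LD* animals they averaged, in LD* and HD* animals, 16.8 ± 1.17 and 22.6 ± 1.96 TPM for STON2 (log2 fold change 0.41, SE 0.10, adjusted p = 0.914), 41.1 ± 5.24 and 30.3 ± 9.72 TPM for PPID (log2 fold change −0.48, SE 0.14, adjusted p = 0.914) and 51.1 ± 11.3 and 64.4 ± 7.58 TPM for EGFL7 (log2 fold change 0.35, SE 0.11, adjusted p = 0.914). A control lay apart in MSN (91.6 TPM, the others 67.6 to 75.4 TPM). An LD* animal lay apart in TNFSF10 (24.5 TPM, the others 10.5 to 14.1 TPM), and a control lay apart in CRIP1 (51.5 TPM, the others 16.3 to 33.0 TPM), and another LD* animal lay apart in CRIP1 (23.2 TPM, the others 10.8 to 16.3 TPM).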

Further analyses focused solely on the genes that differentiated the HD versus controls.

Focusing on the HD* versus controls contrast and meeting the threshold of FDR < 0.05, 366 genes were upregulated in HD* compared with controls, and 368 were downregulated (Table S3). 

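Of the 734 genes that Table S2 lists with an FDR under 0.05, 732 could be matched by symbol and 711 had a mean of at least 10 TPM. Across these 711 genes the log2 fold changes computed from the TPM values correlated with those of Table S2 at Pearson r = 0.11 and Spearman rho = 0.10, and 60.9% had the same sign. Genes are not independent replicates, so no p is given. Among the 359 genes listed as upregulated, 240 were lower in HD* animals (median log2 fold change −0.073), and among the 352 listed as downregulated, 314 were lower as well (median −0.15). Leaving out each of the 16 animals in turn gave r from −0.50 to 0.60, and fitting cohort as a covariate gave r = 0.78. The 10 genes with the smallest p in Table S2 averaged, in controls and HD* animals, 73.8 ± 13.7 and 71.7 ± 10.1 TPM for CRYL1 (log2 fold change −0.030, SE 0.11, adjusted p = 0.937), 84.5 ± 15.3 and 79.1 ± 15.1 TPM for USE1 (log2 fold change −0.10, SE 0.13, adjusted p = 0.83) and 308 ± 184 and 246 ± 108 TPM for PPP1R14A (log2 fold change −0.27, SE 0.33, adjusted p = 0.822) (mean ± SD, n = 8 each). The next averaged 268 ± 78.2 and 252 ± 50.5 TPM for CBR1 (log2 fold change −0.071, SE 0.15, adjusted p = 0.899), 31.3 ± 7.21 and 30.4 ± 10.1 TPM for NLK (log2 fold change −0.086, SE 0.21, adjusted p = 0.906) and 87.9 ± 36.5 and 87.6 ± 37.3 TPM for SLC35F1 (log2 fold change −0.022, SE 0.27, adjusted p = 0.980). MBP, UBE2K, AFTPH and DENR averaged 649 ± 377 and 578 ± 243 TPM for MBP (log2 fold change −0.11, SE 0.39, adjusted p = 0.934), 41.6 ± 9.92 and 38.4 ± 11.0 TPM for UBE2K (log2 fold change −0.14, SE 0.19, adjusted p = 0.832), 38.1 ± 7.52 and 34.6 ± 8.90 TPM for AFTPH (log2 fold change −0.16, SE 0.16, adjusted p = 0.807) and 36.3 ± 4.91 and 35.4 ± 7.57 TPM for DENR (log2 fold change −0.058, SE 0.15, adjusted p = 0.911). The sign changed after TMM rescaling for CRYL1 (0.10), USE1 (0.037), CBR1 (0.064), NLK (0.043), SLC35F1 (0.11), MBP (0.026) and DENR (0.073) and with cohort as a covariate for CRYL1 (0.045), PPP1R14A (0.12), CBR1 (0.11) and MBP (0.29). A control lay apart in PPP1R14A (734 TPM, the others 136 to 337 TPM), CBR1 (449 TPM, the others 198 to 279 TPM) and MBP (1497 TPM, the others 288 to 769 TPM).

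**Figure D2:**
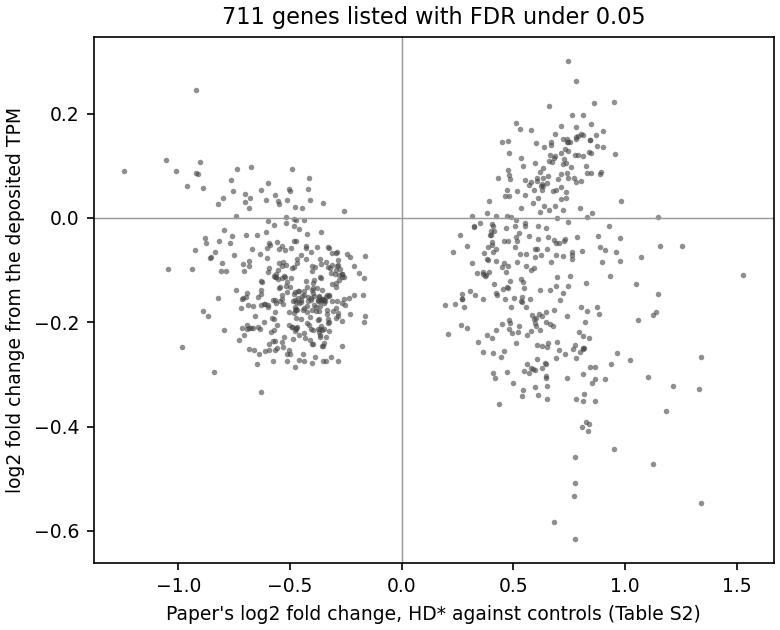
Log2 fold change of HD* animals against controls computed from the TPM values, plotted against the value in Table S2, for 711 genes listed there with an FDR under 0.05.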

Three hundred sixty each of the upregulated and downregulated genes were annotated; 13,294 genes in the reference set were annotated. Using the GOrilla algorithm,^25^ the upregulated genes were highly enriched in genes associated with ribosomal function (Table S4); key annotations included signal recognition particle (SRP)-dependent co-translational protein targeting to membrane (FDR < 3 × 10^−59^), structural constituent of ribosome (FDR < 3 × 10^−47^), and ribosomal subunit (FDR < 5 × 10^−48^). 

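A ribosomal protein score was taken for each animal as the mean over 82 ribosomal protein genes of log2(TPM + 1), each gene centred on its mean over the 24 animals. It was −0.034 ± 0.33 in controls, −0.044 ± 0.33 in LD* and 0.078 ± 0.45 in HD* animals (mean ± SD, n = 8 each). HD* animals lay 0.11 above controls (exact permutation over 12870 assignments, p = 0.575, Benjamini-Hochberg over 9 scores 0.909), and from 0.015 to 0.20 above them on leaving out 1 animal. The difference was 0.18 in cohort 5 (p = 0.400) and 0.035 in cohort 7a (p = 0.867), both from exact tests, and the cohorts' effects differed by −0.14 (exact permutation over 525 assignments, p = 0.730). TMM rescaling moved it to 0.24. Of 79 ribosomal protein genes with a mean of at least 10 TPM, 76 were higher and 3 lower in HD* animals, with log2 fold changes from −0.29 to 0.26. In limma 0 of them had an adjusted p under 0.05, over all genes or over this list alone, and 0 an unadjusted p under 0.05. Among the genes Table S2 lists, 55 ribosomal protein genes are upregulated and 0 downregulated.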

Enrichr^28,29^ was queried to search for common transcription factors (TFs). 

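In controls and HD* animals, expression averaged 3.20 ± 0.807 and 2.90 ± 0.306 TPM for MYC (log2 fold change −0.086, SE 0.12, adjusted p = 0.788), 75.9 ± 18.3 and 71.4 ± 16.7 TPM for KAT2A (log2 fold change −0.077, SE 0.14, adjusted p = 0.878) and 107 ± 17.1 and 101 ± 21.0 TPM for TAF7 (log2 fold change −0.11, SE 0.13, adjusted p = 0.823) (mean ± SD, n = 8 each). All of the adjusted p-values are from limma, and MYC was tested among genes with at least 1 TPM. The direction turned after TMM rescaling for MYC (0.017), KAT2A (0.057) and TAF7 (0.028) and with cohort as a covariate for KAT2A (0.026). An HD* animal lay apart in KAT2A (110 TPM, the others 58.5 to 73.6 TPM), and a control lay apart in TAF7 (69.3 TPM, the others 101 to 125 TPM).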

Significantly associated TFs included *MYC* (FDR < 7 × 10^−20^), *KAT2A* (FDR < 1 × 10^−10^), and *TAF7* (FDR < 9 × 10^−14^); none of these TFs were differentially expressed. Focusing on TF protein–protein interactions (PPIs) significant associations were detected for *ILF3* (FDR < 7 × 10^−19^), *ILF2* (FDR < 4 × 10^−13^), and *RAD21* (FDR < 5 × 10^−14^). Of these, the expression of *ILF2* showed a trend to a significant increase (Table S2; FDR < 0.09). 

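Expression in controls and HD* animals was 118 ± 9.16 and 110 ± 12.3 TPM for ILF2 (log2 fold change −0.11, SE 0.080, adjusted p = 0.806) and 165 ± 26.2 and 155 ± 38.6 TPM for RAD21 (log2 fold change −0.12, SE 0.15, adjusted p = 0.824) (mean ± SD, n = 8 each, limma). The direction reversed after TMM rescaling for ILF2 (0.029) and RAD21 (0.017).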

The upregulated genes were significantly enriched in miRNA binding sites for miR-652–3p (FDR < 5 × 10^−5^), miR-124–3p (FDR < 5 × 10^−5^), and miR-100–5p (FDR < 2 × 10^−3^).

Key annotations for the downregulated genes included behavior (FDR < 2 × 10^−4^), membrane organization (FDR < 1 × 10^−4^), inorganic cation transmembrane transporter activity (FDR < 2 × 10^−3^), synapse part (FDR < 4 × 10^−10^), glutamatergic synapse (FDR < 1 × 10^−6^), and GABAergic synapse (FDR < 6 × 10^−4^) (Table S5; Figure 1). 

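A score of the 34 glutamatergic synapse genes of Table 1, built like the ribosomal protein score, was −0.013 ± 0.55 in controls, 0.11 ± 0.41 in LD* and −0.10 ± 0.60 in HD* animals, and that of the 11 GABAergic synapse genes was −0.019 ± 0.68 in controls, 0.12 ± 0.48 in LD* and −0.10 ± 0.69 in HD* animals (mean ± SD, n = 8 each). Between HD* animals and controls the glutamatergic score differed by −0.084 (exact permutation, p = 0.771), by −0.30 in cohort 5 (p = 0.286) and −0.048 in cohort 7a (p = 0.867). The GABAergic score differed by −0.080 (exact permutation, p = 0.816), by −0.35 in cohort 5 (p = 0.343) and −0.0030 in cohort 7a (p = 1). Both directions reversed after TMM rescaling, to 0.045 and 0.049. Leaving out 1 animal at a time reversed the glutamatergic direction for 3 animals (up to 0.056) and the GABAergic direction for 4 (up to 0.076), with HD* animals and controls among them. Table 1 was drawn from genes called downregulated in these same animals.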

The genes associated with the glutamate and GABA annotations are listed in Table 1. 

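Gene by gene, 26 of the 34 glutamatergic genes of Table 1 were lower and 8 higher in HD* animals than in controls (log2 fold changes from −0.28 to 0.11, median −0.081). Of the 11 GABAergic genes, 8 were lower and 3 higher (median −0.086). In either list 0 genes had an adjusted p under 0.05 in limma, over all genes tested or over the list alone, and 0 an unadjusted p under 0.05.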

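The genes that Table 1 lists under both the glutamatergic and the GABAergic synapse averaged, in controls and HD* animals, 180 ± 126 and 169 ± 95.3 TPM for ATP2B1 (log2 fold change 0.11, SE 0.45, adjusted p = 0.944), 139.5 ± 68.8 and 143 ± 62.1 TPM for ATP2B2 (log2 fold change 0.073, SE 0.31, adjusted p = 0.946) and 27.5 ± 10.3 and 27.7 ± 13.5 TPM for ATP2B3 (log2 fold change −0.086, SE 0.32, adjusted p = 0.940) (mean ± SD, n = 8 each, limma). CNR1, ERC2 and NPTN averaged 39.4 ± 24.1 and 31.1 ± 16.3 TPM for CNR1 (log2 fold change −0.25, SE 0.37, adjusted p = 0.848), 15.7 ± 4.15 and 14.7 ± 5.27 TPM for ERC2 (log2 fold change −0.13, SE 0.23, adjusted p = 0.870) and 330 ± 145 and 342 ± 127 TPM for NPTN (log2 fold change 0.10, SE 0.28, adjusted p = 0.923). KCND2, PLCB1 and PTPRO averaged 21.9 ± 10.9 and 19.0 ± 9.20 TPM for KCND2 (log2 fold change −0.21, SE 0.30, adjusted p = 0.841), 55.3 ± 28.4 and 51.8 ± 23.4 TPM for PLCB1 (log2 fold change −0.065, SE 0.31, adjusted p = 0.952) and 20.1 ± 9.89 and 19.2 ± 9.66 TPM for PTPRO (log2 fold change −0.076, SE 0.34, adjusted p = 0.949). A change of sign occurred after TMM rescaling for ATP2B3 (0.041), PLCB1 (0.066) and PTPRO (0.050) and with cohort as a covariate for ATP2B1 (−0.21), ATP2B2 (−0.12) and NPTN (−0.090). ATP2B2, KCND2 and NPTN are taken from Table 1, since the symbols ATP3B2, KCNDS and NPTM did not occur among the 17208.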

Genes that overlap in the two categories are noted in italics and include *ATP2B1*, *ATP3B2*, *ATP2B3*, *CNR1*, *ERC2*, *KCNDS*, *NPTM*, *PLCB1*, and *PTPRO*. Enrichr was queried to search for common TFs. Significantly associated TFs included *UBTF* (FDR < 3 × 10^−12^), the UBTF interaction partner *TAF1* (FDR < 8 × 10^−10^), and *CREB* (FDR < 4 × 10^−7^). None of these TFs showed significant DE. 

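Among these transcription factors, controls and HD* animals averaged 78.1 ± 13.9 and 77.5 ± 15.6 TPM for UBTF (log2 fold change −0.016, SE 0.13, adjusted p = 0.972), 15.4 ± 2.07 and 14.0 ± 2.61 TPM for TAF1 (log2 fold change −0.13, SE 0.11, adjusted p = 0.806) and 5.88 ± 1.16 and 5.18 ± 1.30 TPM for CREB1 (log2 fold change −0.17, SE 0.15, adjusted p = 0.714) (mean ± SD, n = 8 each, limma). CREB1 was taken for CREB and tested among genes with at least 1 TPM. The sign was reversed after TMM rescaling for UBTF (0.12).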

Focusing on TF PPIs significant associations were detected for *XRCC4* (FDR < 3 × 10^−3^), *SMC3* (FDR < 1 × 10^−3^), and *ESR1* (FDR < 2 × 10^−5^). Neither *XRRC4* nor *SMC3* exhibited DE; ESR1 expression, although detectable, was below the threshold for analysis (see above). 

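Controls and HD* animals averaged 6.45 ± 0.828 and 5.14 ± 1.24 TPM for XRCC4 (log2 fold change −0.30, SE 0.12, adjusted p = 0.706) and 38.1 ± 5.38 and 33.8 ± 6.62 TPM for SMC3 (log2 fold change −0.18, SE 0.13, adjusted p = 0.806) (mean ± SD, n = 8 each, limma). XRCC4 was tested among genes with at least 1 TPM. ESR1 averaged 0.315 TPM over the 24 animals, 0.386 ± 0.196 TPM in controls and 0.201 ± 0.115 TPM in HD* animals, and was not tested. An HD* animal lay apart in ESR1 (0.453 TPM, the others 0.0655 to 0.232 TPM).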

Differently than for the upregulated genes, the downregulated genes were markedly enriched in miRNA binding sites; these included miR-340–5p (FDR < 8 × 10^−16^), miR-21–5p (FDR < 3 × 10^−14^), and miR-19b-3p (FDR < 4 × 10^−10^).

IPA was run on the entire set on DE genes using the directionality of gene expression change as an input variable. EIF2 signaling and mTOR pathways were significantly upregulated in HD animals (FDR < 3 × 10^−33^ and <2 × 10^−16^, respectively). 

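For translation initiation, a score over 55 genes with symbols from EIF1 to EIF6 was 0.024 ± 0.089 in controls, 0.021 ± 0.082 in LD* and −0.045 ± 0.16 in HD* animals (mean ± SD, n = 8 each). These genes, called initiation factor genes here, also take in regulators such as EIF2AK1, which enter with the same sign. HD* animals and controls differed by −0.069 (exact permutation, p = 0.306), by −0.029 in cohort 5 (p = 0.771) and −0.088 in cohort 7a (p = 0.600). TMM rescaling reversed the direction, to 0.053 (exact permutation, p = 0.0416). Of 51 initiation factor genes with a mean of at least 10 TPM, 36 were lower and 15 higher in HD* animals (median log2 fold change −0.058), 0 at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05. MTOR averaged 38.2 ± 8.85 and 35.0 ± 10.4 TPM (log2 fold change −0.15, SE 0.18, adjusted p = 0.822) in controls and HD* animals. Table 1 lists MTOR itself as downregulated, with −0.41 in Table S2. The paper drew its pathway calls from the directions of all its DE genes, so neither the initiation factor score nor MTOR alone tests them.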

Signaling pathways inhibited in HD animals included CREB signaling in neurons (FDR < 9 × 10^−7^; Figure 2), synaptic long-term depression (FDR < 4 × 10^−10^) and potentiation, synaptogenesis (FDR < 4 × 10^−10^), tight junction (FDR < 4 × 10^−10^), endocannabinoid neuronal synapse (FDR < 4 × 10^−10^), opioid signaling (FDR < 4 × 10^−10^), neuregulin signaling (FDR < 4 × 10^−10^), and PPARα/RXRα activation (FDR < 4 × 10^−10^). Common molecules among these pathways include the glutamate receptor subunit genes *GRIA3*, *GRIN2C*, *GRM5*, and *GRM7*.

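For the glutamate receptor genes, controls and HD* animals averaged 55.6 ± 23.3 and 56.4 ± 22.7 TPM for GRIA3 (log2 fold change 0.052, SE 0.30, adjusted p = 0.960) and 14.4 ± 2.54 and 13.1 ± 2.14 TPM for GRIN2C (log2 fold change −0.13, SE 0.13, adjusted p = 0.807) (mean ± SD, n = 8 each, limma). The metabotropic receptors averaged 56.3 ± 29.0 and 48.5 ± 22.7 TPM for GRM5 (log2 fold change −0.19, SE 0.33, adjusted p = 0.877) and 15.9 ± 5.7 and 15.9 ± 6.30 TPM for GRM7 (log2 fold change −0.032, SE 0.28, adjusted p = 0.973). The sign changed after TMM rescaling for GRIN2C (0.0012) and GRM7 (0.090) and with cohort as a covariate for GRIA3 (−0.13). A control lay apart in GRIN2C (8.99 TPM, the others 13.4 to 17.3 TPM).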

Although there were only four each HD and VHD animals in the HD* group, it was of interest to determine if the annotations noted above were enriched in both or only one group. 

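The HD* group held 4 HD and 4 VHD animals, 2 of each in cohort 5 and 2 of each in cohort 7a, so the categories were balanced between cohorts. Daily ethanol intake was 2.92 ± 0.16 g/kg in HD and 3.37 ± 0.29 g/kg in VHD animals, and blood ethanol 85.2 ± 11.4 and 108 ± 25.9 mg/dL (mean ± SD, n = 4 each). The same TPM values were used, and limma was fitted to the 8 HD* animals alone, with log2 fold changes given as VHD minus HD. The threshold is the paper's, an adjusted p under 0.001, and counts at 0.05 are given beside it. With 4 against 4 animals an exact permutation test has 70 assignments and cannot give a p under 0.0286. In simulated data with 200 of 9197 genes changed by 1 on the log2 scale, limma recovered 0 at 0.001 and 100 at 0.05, and with a change of 2 it recovered 136 and 192. The simulated spread was that within controls, LD* and HD* animals, so differences between HD and VHD animals counted as spread. Recovery may therefore be understated.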

Results of this analysis are found in Table S7; analysis details are found in the Supplemental pdf. 

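Between the 4 VHD and 4 HD animals, 0 of 9197 genes had an adjusted p under 0.001 in limma (smallest adjusted p 0.00268), and 3652 had an unadjusted p under 0.05, 780 of them higher and 2872 lower in VHD animals. At an adjusted p under 0.05 there were 2186 genes, 440 higher in VHD and 1746 higher in HD animals. The median log2 fold change of all genes was −0.23, and −0.060 after TMM rescaling, with which the count at 0.05 was 2471 (868 higher in VHD and 1603 higher in HD animals). Leaving out 1 animal at a time gave from 739 to 4094 genes at 0.05 and from 0 to 44 at 0.001, and array weights gave 3246 at 0.001. Of the 35 ways of dividing the 8 animals into 4 and 4, only the HD and VHD division reached 2186 genes, and the median over divisions was 171 genes at an unadjusted p under 0.05. The genes with the smallest p, given as HD and VHD means, were 382 ± 21.3 and 138 ± 25.2 TPM for ENC1 (log2 fold change −1.48, SE 0.15, adjusted p = 0.00268), 587 ± 38.3 and 203 ± 53.7 TPM for CADM3 (log2 fold change −1.56, SE 0.17, adjusted p = 0.00268) and 98.6 ± 9.42 and 35.6 ± 7.85 TPM for PDE7B (log2 fold change −1.46, SE 0.17, adjusted p = 0.00268) (mean ± SD, n = 4 each).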

Six hundred forty-two genes were DE between the HD and VHD animals (FDR < 0.001); 414 genes were more highly expressed in the HD animals, and 228 genes were more highly expressed in the VHD animals. 

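In VHD animals the score of the 34 glutamatergic synapse genes of Table 1 was −0.59 ± 0.44, and in HD animals 0.40 ± 0.057 (mean ± SD, n = 4 each). VHD animals lay −0.99 from HD animals (exact permutation over 70 assignments, p = 0.0286, the smallest possible). Within cohorts the difference was −0.65 in cohort 5 and −1.32 in cohort 7a, and permuting within cohort gave an exact p = 0.0556, the smallest possible there. The GABAergic synapse score was −0.67 ± 0.49 in VHD and 0.47 ± 0.092 in HD animals, −1.13 apart. The genes of Table 1 were listed because of fold changes that correlate at 0.96 with those between VHD and HD animals, so these scores were expected to differ.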

For the HD > VHD genes, the annotations included behavior (FDR < 2 × 10^−11^), chemical synaptic signaling (FDR < 8 × 10^−10^), cation transmembrane transporter activity (FDR < 8 × 10^−8^), synapse (FDR < 8 × 10^−19^), and glutamatergic synapse (FDR < 6 × 10^−14^). TFs significantly associated with this gene grouping included SUZ12 (FDR < 3 × 10^−17^), SMAD4 (FDR < 6 × 10^−8^), GATA1 (FDR < 3 × 10^−3^), NFE2L2 (FDR < 3 × 10^−3^), SOX2 (FDR < 4 × 10^−3^), CREB1 (FDR < 3 × 10^−3^), and EGR1 (FDR < 5 × 10^−3^). 

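Of the transcription factors linked to genes higher in HD animals, EGR1 averaged 89.8 ± 27.9 and 35.3 ± 10.7 TPM (log2 fold change −1.32, SE 0.25, adjusted p = 0.00645) in HD and VHD animals (mean ± SD, n = 4 each, limma). HD and VHD animals averaged 7.34 ± 0.964 and 5.60 ± 1.91 TPM for SUZ12 (log2 fold change −0.38, SE 0.23, adjusted p = 0.283), 13.7 ± 1.07 and 10.6 ± 2.06 TPM for SMAD4 (log2 fold change −0.36, SE 0.20, adjusted p = 0.194) and 58 ± 10.4 and 63.3 ± 26.3 TPM for NFE2L2 (log2 fold change 0.059, SE 0.24, adjusted p = 0.873). SOX2 and CREB1 averaged 81.7 ± 17.1 and 85.5 ± 19.7 TPM for SOX2 (log2 fold change 0.060, SE 0.20, adjusted p = 0.842) and 5.86 ± 0.380 and 4.51 ± 1.61 TPM for CREB1 (log2 fold change −0.36, SE 0.23, adjusted p = 0.29). GATA1 averaged 0.00520 TPM over the 24 animals and was not tested. SUZ12 and CREB1 were tested among genes with at least 1 TPM. Leaving out 1 animal at a time changed the sign for NFE2L2 (−0.19 to 0.23) and SOX2 (−0.073 to 0.20).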

Of this group of TFs, only EGR1 was differentially expressed (HD > VHD, FDR < 3 × 10^−4^). Genes in this grouping were markedly enriched in miRNA binding sites that included miR-466b-5p (FDR < 2 × 10^−16^), miR-297a (FDR < 2 × 10^−15^), and miR-467 h (FDR < 4 × 10^−14^).

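In the 4 VHD animals the ribosomal protein score was 0.45 ± 0.32, and in the 4 HD animals −0.29 ± 0.083 (mean ± SD). VHD animals lay 0.74 above HD animals (exact permutation over 70 assignments, p = 0.0286, the smallest possible), 0.41 above them in cohort 5 and 1.07 in cohort 7a. Leaving out 1 animal at a time gave from 0.64 to 0.87, with an exact p of up to 0.0571. Within a cohort of 2 and 2 animals an exact p cannot fall under 0.333, the value obtained in both cohorts. The initiation factor score differed by −0.15 (exact permutation, p = 0.229).

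**Figure D3:**
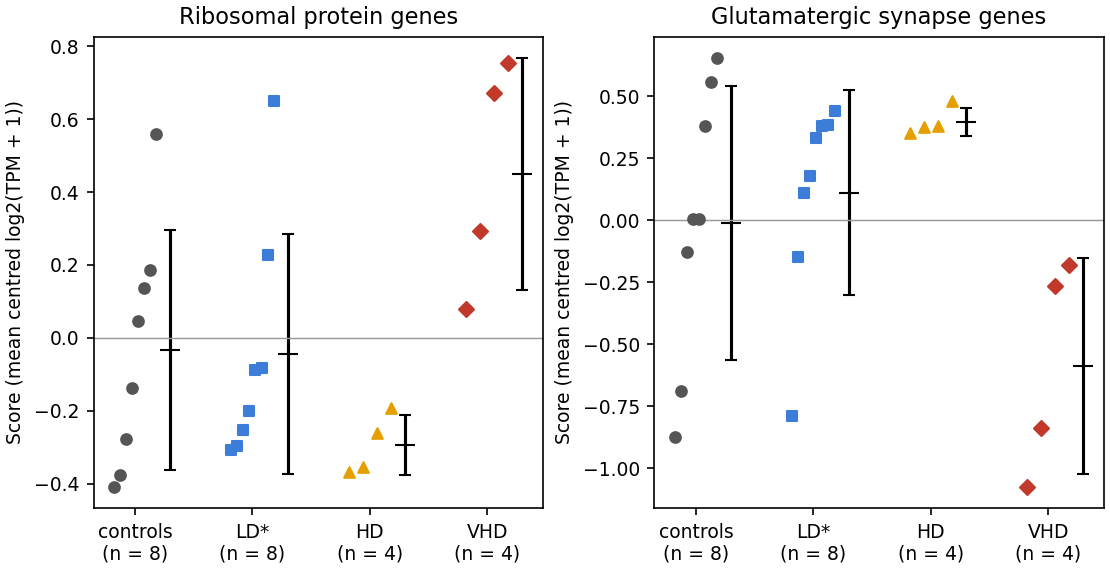
Ribosomal protein and glutamatergic synapse scores of each of 24 animals by drinking category, with mean and SD beside the points.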

For the VHD > HD genes, the annotations included SRP-dependent co-translational protein targeting to membrane (FDR < 7 × 10^−17^), translation (FDR < 2 × 10^−10^), structural constituent of ribosome (FDR < 6 × 10^−12^), and ribosomal subunit (FDR < 6 × 10^−11^). TFs significantly associated with this gene grouping included EDF1 (FDR < 1 × 10^−20^), POLR2L (FDR < 5 × 10^−20^), YBX1 (FDR < 6 × 10^−17^), GTF3A (FDR < 5 × 10^−16^), ZMAT2 (FDR < 4 × 10^−16^), POLE4 (FDR < 3 × 10^−15^), and ATF4 (FDR < 3 × 10^−14^). 

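HD and VHD animals averaged 159 ± 10.3 and 249 ± 60.6 TPM for POLR2L (log2 fold change 0.61, SE 0.17, adjusted p = 0.0242), 127 ± 14.6 and 149 ± 6.91 TPM for YBX1 (log2 fold change 0.24, SE 0.12, adjusted p = 0.174) and 118 ± 7.15 and 145 ± 24.0 TPM for GTF3A (log2 fold change 0.28, SE 0.15, adjusted p = 0.174) (mean ± SD, n = 4 each, limma). POLE4 and ATF4 averaged 83.1 ± 9.35 and 120 ± 21.1 TPM for POLE4 (log2 fold change 0.51, SE 0.15, adjusted p = 0.0310) and 234 ± 27.0 and 263 ± 49.4 TPM for ATF4 (log2 fold change 0.15, SE 0.16, adjusted p = 0.490). EDF1 and ZMAT2 averaged 632 ± 61.7 and 618 ± 52.4 TPM for EDF1 (log2 fold change −0.032, SE 0.13, adjusted p = 0.870) and 326 ± 11.4 and 230 ± 35.8 TPM for ZMAT2 (log2 fold change −0.51, SE 0.14, adjusted p = 0.0223). The direction turned after TMM rescaling for EDF1 (0.15). A VHD animal lay apart in GTF3A (110 TPM, the others 152 to 160 TPM), and another VHD animal lay apart in EDF1 (696 TPM, the others 583 to 600 TPM). TMM rescaling raised the adjusted p to 0.279 for ZMAT2 (log2 fold change −0.33) and to 0.0519 for POLR2L (log2 fold change 0.79). On leaving out 1 animal the adjusted p ran from 0.0199 to 0.104 for POLE4, 0.00353 to 0.0876 for POLR2L and 0.0147 to 0.0720 for ZMAT2. The sign also changed on leaving out 1 animal for EDF1 (−0.090 to 0.016).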

With the exception of EDF1 and ZMAT2, the remaining TFs were significantly (FDR < 0.05) more highly expressed in the VHD group. In contrast to the TFs, there was in the VHD > HD group no significant enrichment in miRNA binding sites.

### 3.3 | Differential gene expression: qPCR

Real-time qPCR was used to validate the expression of a subset of the DE genes. In agreement with the RNA-Seq data, *ARHGEF7* and *GRM7* were downregulated in HD* animals as compared with controls (independent *t*-tests; *p <* 7 × 10^−3^ and *p <* 2 × 10^−2^, respectively). Although the differential expression between controls and HD* animals did not reach significant levels for *GRIA* and *GRM5*, there was a trend toward down-regulation in HD animals (*p<* 9 × 10^−2^ and *p<* 8 × 10^−2^, respectively).

We also investigated the expression levels of two genes, *KIRREL3* and *JAKMIP1*, which were previously identified as differentially methylated between low and heavy/very heavy drinkers.^1,2^ 

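At the level of the gene, KIRREL3 averaged 44.8 ± 10.7 and 45.9 ± 15.1 TPM in controls and HD* animals (mean ± SD, n = 8 each, limma adjusted p = 0.992), and JAKMIP1 averaged 148 ± 45.3 and 164 ± 49.3 TPM (adjusted p = 0.826). The TPM values sum over transcript variants, so single variants of KIRREL3 and JAKMIP1 could not be examined.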

Although these genes did not show significant differential expression after FDR correction in our RNA-Seq analysis (Table S2), they showed a significant downregulation of specific transcript variants (see Figure 3) in HD* animals as compared with controls.

## 4 | DISCUSSION

Iancu et al.^17^ were the first to examine in rhesus macaques and at a genome-wide level with RNA-Seq the relationships between chronic ethanol consumption and the brain transcriptome. Thirty-one animals were entered into the analysis. Daily ethanol consumption ranged from 0.52 to 3.79 g/kg with a relatively normal distribution. Two brain regions were examined: the central nucleus of the amygdala (CeA) and cortical area 32. However, it was the CeA RNA-Seq data that showed the most robust associations with ethanol consumption. The genes positively correlated to consumption were enriched (FDR < 0.05) in annotations associated with the regulation of axon extension, postsynaptic chemical synaptic transmission, and membrane part. The postsynaptic genes included *Gsk3β*, which has been linked to excessive ethanol consumption.^30,31^ These positively correlated genes were significantly enriched in a co-expression network module that was richly annotated with synaptic, neuronal, and membrane GO categories. This module included a number of neurotransmitter receptors (e.g., *Chrm3*, *Chrna4*, *Chrna7*, *Glra2*, *Grm1*, *and Grm2*).

Iancu et al.^17^ also observed that the genes negatively correlated to intake were enriched in GO categories associated with nucleic acid processing and transcription. Previously, it was observed that alcohol-preferring inbred mouse strains and animals selectively bred for high alcohol preference have an increased expression of genes associated with transcription, notably key TFs.^32^ Subsequent studies confirmed the alcohol/transcription interaction.^33–36^ Ponomarev et al.^36^ found, when comparing chronic alcoholics and normal controls, that there was a modest upregulation of CeA ribosomal genes in the alcoholics. The authors suggested that this may be a consequence of DNA hypomethylation (see below for discussion).

From a broad perspective, the data presented in Iancu et al.^17^ and the data presented here are mirror images. 

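Across the 24 animals the ribosomal protein score and the score of the 34 glutamatergic synapse genes ran in opposite directions (Pearson r = −0.91, Spearman rho = −0.89). The correlation was −0.95 in cohort 5 (n = 7), −0.99 in cohort 7a (n = 9) and −0.56 in cohort 7b (n = 6), and −0.86 without the 2 most distant animals. The synapse genes were listed in Table 1 because of fold changes in these same animals, which correlate with the loadings of the first component at 0.99, and the ribosomal protein score correlates with that component at 0.88. Opposite directions are therefore partly built in, and no p is given. Since TPM values are shares of a fixed total, a rise in highly expressed ribosomal genes lowers other values to some degree. Within LD* animals daily intake correlated with the ribosomal protein score at Pearson r = 0.47 (permutation p = 0.209) and within HD* animals at r = 0.53 (permutation p = 0.175, n = 8 each). Spearman rho was 0.49 (permutation p = 0.223) and 0.67 (permutation p = 0.0762). Without the 2 most distant animals of each, r was 0.56 (permutation p = 0.25) and 0.66 (permutation p = 0.161), and rho 0.55 (permutation p = 0.272) and 0.84 (permutation p = 0.0444). From genes that differed between HD* animals and controls, the annotations shared by those that rose and those that fell, and the pathways built on their directions, the paper concludes that heavy drinking is accompanied in the NAcc by higher expression of translation genes and lower expression of glutamate and GABA synapse genes. It also reports lower ARHGEF7 and GRM7 in HD* animals by qPCR, and an overlap of its genes with those of a cortical microarray study. Neither was examined here.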

We observed that in the NAcc, the genes upregulated in the HD* animals were very strongly associated with translation, whereas the genes downregulated in were enriched in annotations associated with synaptic function, including glutamate and GABA synaptic plasticity. The increased expression of genes associated with translation, including a large number of ribosomal proteins, is consistent with the large number of studies noted above but differs from Iancu et al.^17^ At the moment, we can only speculate as to the reasons for the differences between studies. Perhaps the most logical inference is that the differences reflect regionally specific effects of excessive ethanol consumption on transcription; there is considerable evidence for regionally specific effects.^37^ We report here the mTOR signaling pathway as being activated in the HD* animals. These findings agree with the extensive literature supporting mTOR activation with both alcohol administration and excessive voluntary consumption in the NAc of rodents.^38^ Interestingly, there is complex synergy between mTOR and GABA and glutamatergic neurotransmission.^38,39^

The downregulated genes in the NAcc were enriched in synaptic annotations including a number of GABA, glycine, and glutamate sub-units and receptors: *GABRG2*, *GLYR2*, *GRIA3*, *GRIN2A*, *GRM5*, and *GRM7*. In addition, a cluster of potassium channel proteins were downregulated: *KCND2*, *KCNH1*, *KCNJ9*, and *KCNT1*. These data are consistent with the repeated observation that chronic ethanol consumption is associated with the involvement of GABA, glycine, endocannabinoids, and glutamate systems and associated potassium channels.^1,2,19,40–49^ 

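Of the receptor genes of this list, controls and HD* animals averaged 43.1 ± 12.7 and 40.0 ± 14.4 TPM for GLRB (log2 fold change −0.14, SE 0.24, adjusted p = 0.867) and 5.75 ± 2.71 and 6.25 ± 3.04 TPM for GRIN2A (log2 fold change 0.074, SE 0.31, adjusted p = 0.928) (mean ± SD, n = 8 each, limma). GLRB, the glycine receptor subunit listed in Table S2, was taken where the symbol GLYR2 did not occur, and GRIN2A was tested among genes with at least 1 TPM. The direction reversed with cohort as a covariate for GRIN2A (−0.21).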

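Potassium channel genes averaged, in controls and HD* animals, 21.9 ± 10.9 and 19.0 ± 9.20 TPM for KCND2 (log2 fold change −0.21, SE 0.30, adjusted p = 0.841) and 10.0 ± 5.29 and 9.37 ± 4.16 TPM for KCNH1 (log2 fold change −0.044, SE 0.30, adjusted p = 0.967) (mean ± SD, n = 8 each, limma). KCNJ9 and KCNT1 averaged 64.4 ± 17.9 and 65.4 ± 18.4 TPM for KCNJ9 (log2 fold change 0.022, SE 0.19, adjusted p = 0.973) and 19.9 ± 6.76 and 19.2 ± 6.60 TPM for KCNT1 (log2 fold change −0.057, SE 0.21, adjusted p = 0.935). A score over these 4 genes differed by −0.074 between HD* animals and controls (exact permutation, p = 0.794), by −0.34 in cohort 5 (p = 0.286) and −0.020 in cohort 7a (p = 0.800). Between VHD and HD animals it differed by −0.95. A change of sign occurred after TMM rescaling for KCNH1 (0.073) and KCNT1 (0.070) and with cohort as a covariate for KCNJ9 (−0.10).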

The transcriptional data cannot inform one as to how chronic ethanol consumption affects the balance between inhibitory and excitatory tones. However, the available data generally support the idea of an impaired balance within key regions of the addiction circuit.^38,50–60^

Bogenpohl et al.^61^ used microarrays to probe differences in the cortical transcriptome of animals in the same cohorts as used in the current study; the number of drinkers was double that used in the current study. We have some concern comparing microarray and RNA-Seq data because of the marked differences in variance structure.^17^ Nonetheless, we compared the genes in Table S3 with those gene probesets in Bogenpohl et al.^16^ that had an ethanol-related hub node score of >2 (Scales 0–3); this list included ~11% of the probesets that passed the threshold for inclusion in the data analysis. One hundred ninety-three of the 734 genes in Table S3 overlapped with Bogenpohl et al.^16^ (see Table S9). The overlap was significant (*p* < 0.0001). Annotations for the overlapping gene set are also found in Table S9. Annotation enrichments were similar to those for the entire set of genes listed in Table S3 and included synapse (FDR < 2 × 10^−4^), translation (FDR < 3 × 10^−5^), and structural constituent of ribosome (FDR < 6 × 10^−6^). Overlapping genes in the synapse category are also found in Table S9. Many of the same genes are noted above and include *GABRG2*, *GRIA3*, *GRM5*, *GRM7*, and *KCND2*. Similar to the core, *GABRG2* and *GRIA3* were downregulated; however and differently, *GRM5*, *GRM7*, and *KCND2* were upregulated in the cortex.

Although the numbers were small, if the broadly defined HD* group is divided into the more specifically defined HD and VHD groups, significant differences between these groups were detected. 

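Of the 79 ribosomal protein genes with a mean of at least 10 TPM, 79 were higher in VHD than in HD animals, 74 at an adjusted p under 0.05 over all genes and 77 over this list alone (limma, n = 4 each). Of the 34 glutamatergic synapse genes, 34 were higher in HD animals, 30 past that threshold over all genes and 33 over the list. Of the 11 GABAergic synapse genes, 11 were higher in HD animals, 9 and 11 of them past it. Of 51 initiation factor genes 6 passed over all genes and 0 over the list. None of these passed at 0.001. Between VHD and HD animals, marker scores differed by −1.07 for striatal neurons (exact permutation, p = 0.0286), −0.10 for oligodendrocytes (exact permutation, p = 0.714) and 0.34 for astrocytes (exact permutation, p = 0.229).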

Synaptic annotations were overrepresented in the HD group, whereas translational annotations were overrepresented in the VHD group. These differences need to be independently replicated. However, the results importantly suggest that the HD and VHD are not simply part of the same continuum. 

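Within the HD* group, the HD and VHD categories explained 42.8% of the variance of log2(TPM + 1) (exact over 35 divisions, p = 0.0286, the smallest possible). On the first component HD animals scored −18.3 ± 3.03 and VHD animals 26.2 ± 18.3 (mean ± SD, n = 4 each), 29.7 apart in cohort 5 and 59.4 in cohort 7a. Daily ethanol intake differed by 0.45 g/kg between the categories (exact permutation, p = 0.0571) and blood ethanol by 23.3 mg/dL (exact permutation, p = 0.171). From the annotations of genes higher in either category, synaptic in HD and translational in VHD animals, the paper proposes that HD and VHD animals differ in kind and not only in degree.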

Seemingly, this is an important alert for not only future analyses of macaque data but also data collected in other animal model and human studies.

The mechanisms linking chronic ethanol exposure to changes in the transcriptome are unclear. It is reasonable to assume that some of the differences between the controls and high/very high drinkers are associated with risk alleles. Selective breeding in rodents^62,63^ have clearly demonstrated that risk alleles involve synaptic function and genes associated with glutamate synaptic plasticity. However, some of the differences between the controls and HD animals observed in the current study must be the result of ethanol exposure per se on the epigenome. Cervera-Juanes et al.^1,2^ addressed this issue by searching for differentially methylated signals in the NAcc among LD and HD rhesus macaques. Focusing on the differentially methylated regions (DMRs) between animals, 17 significant DMRs significantly correlated with the dose of alcohol consumed were identified. Eight of the DMRs mapped to regions near genes are associated with synaptic plasticity. In the present study, *ARHGEF7* (TPM: 44, log2 fold change: −0.33, FDR < 0.05) and *NBEA* (TPM: 57, log2 fold change: −0.68. FDR < 0.05) showed significant downregulation in HD animals as compared with control subjects, consistent with being hypermethylated. 

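Controls and HD* animals averaged 45.2 ± 10.1 and 40.9 ± 9.72 TPM for ARHGEF7 (log2 fold change −0.15, SE 0.16, adjusted p = 0.814) and 59.0 ± 27.1 and 54.4 ± 21.9 TPM for NBEA (log2 fold change −0.083, SE 0.28, adjusted p = 0.930) (mean ± SD, n = 8 each, limma). Mean expression over the 24 animals was 44.4 TPM for ARHGEF7 and 57.1 TPM for NBEA. The sign was reversed after TMM rescaling for NBEA (0.049). With cohort as a covariate the log2 fold change of ARHGEF7 was −0.23. No methylation was measured in these data.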

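Over the 24 animals KIRREL3 averaged 47.5 TPM and JAKMIP1 159 TPM. The log2 fold change of HD* animals against controls was 0.0069 (SE 0.21) for KIRREL3 and 0.16 (SE 0.20) for JAKMIP1. With cohort as a covariate KIRREL3 changed sign, to −0.040, and JAKMIP1 was 0.023.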

Two other genes, *KIRREL3* (TPM: 47, log2 fold change: −0.37, FDR < 0.13) and *JAKMIP1* (TPM: 157, log2 fold change: −0.29, FDR < 0.27), were trending in the anticipated direction, that is, down-regulation. Overall, the agreement between Cervera-Juanes et al.^2^ and the current study is reasonable; the probability of detecting two of the hypermethylated genes significantly downregulated is reasonably small (*p* <4 × 10^−4^) and unlikely to be a chance observation. The observation that two additional genes were trending in the right direction adds significance and supports a relationship between DNA methylation in the regulation of expression of these genes. The lack of further overlap between these two datasets may be due to the fact that we are assuming that the DMRs detected by Cervera-Juanes et al.^2^ between LD and HD animals will be similar to those detected between controls and HD animals; this may only be true for a small set of DMRs and genes, as suggested here. In addition, and based on the strong role of DNA methylation in modulating alternative transcript expression in the context of alcohol, we are currently investigating the role of DNA methylation specifically between controls and high/very high drinkers in modulating specific transcript variant expression.

Five genes (*KRAS*, *CACNA1L*, *GRIN2A*, *GRM5*, and *GABRG2*) DE in HD animals versus controls were previously identified in GWAS of AUDs.^64^ Further, 44 DE genes (Table S7) were previously identified in a microarray study of postmortem human nucleus accumbens comparing individuals with AUDs and matched controls.^65^ The common genes were present in co-expression modules specifically enriched for different brain-specific cell types and included both neurons and astrocytes. 

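Among genes shared with the human study, the neuronal genes DLG3 and SNAP25 averaged, in controls and HD* animals, 68 ± 23.4 and 71.4 ± 28.8 TPM for DLG3 (log2 fold change 0.039, SE 0.26, adjusted p = 0.965) and 1348 ± 463 and 1208 ± 468 TPM for SNAP25 (log2 fold change −0.18, SE 0.25, adjusted p = 0.839) (mean ± SD, n = 8 each, limma). The glial genes averaged 513 ± 262 and 455 ± 96.5 TPM for AGT (log2 fold change −0.055, SE 0.22, adjusted p = 0.943), 142 ± 60.9 and 128 ± 26.9 TPM for CD63 (log2 fold change −0.085, SE 0.19, adjusted p = 0.900) and 96.8 ± 29.1 and 83.1 ± 18.3 TPM for NPC2 (log2 fold change −0.19, SE 0.16, adjusted p = 0.806). The sign changed after TMM rescaling for AGT (0.080) and CD63 (0.050) and with cohort as a covariate for DLG3 (−0.13), AGT (0.12) and CD63 (0.054).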

Neuronal genes included *DLG3*, *GABRG2*, and *SNAP25*; glial genes included *AGT*, *CD63*, and *NPC2*.

Other membrane genes (Table S5) with known relationships to alcoholism and/or alcohol related phenotypes were detected as downregulated in the high/very high drinkers. This list includes *CACNA1C*, *CACNA1L*, *GPR158*, *KCNJ9*, *NOS1*, *PRCKE*, and *SCN3B*; supporting evidence is found in the literature.^66–72^ It is not our intent to describe the relationships between these genes and alcohol phenotypes in any detail. 

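For membrane genes of this list, controls and HD* animals averaged 9.15 ± 2.49 and 9.25 ± 3.20 TPM for CACNA1C (log2 fold change −0.019, SE 0.21, adjusted p = 0.973), 72.0 ± 51.2 and 66.6 ± 33.4 TPM for GPR158 (log2 fold change 0.090, SE 0.40, adjusted p = 0.949) and 12.6 ± 4.02 and 12.5 ± 3.55 TPM for NOS1 (log2 fold change −0.011, SE 0.20, adjusted p = 0.989) (mean ± SD, n = 8 each, limma). PRKCE and SCN3B averaged 36.5 ± 10.8 and 35.4 ± 13.5 TPM for PRKCE (log2 fold change −0.093, SE 0.28, adjusted p = 0.925) and 84.6 ± 30.3 and 77.6 ± 38.5 TPM for SCN3B (log2 fold change −0.21, SE 0.30, adjusted p = 0.843). CACNA1C was tested among genes with at least 1 TPM, and PRKCE was taken for the symbol PRCKE. The direction turned after TMM rescaling for CACNA1C (0.10), NOS1 (0.11) and PRKCE (0.037) and with cohort as a covariate for GPR158 (−0.18).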

Rather, we argue that it is important to note that this list of genes was largely nominated from rodent and human studies and have now been confirmed in the NHP model.

Walter et al.^73^ have recently examined in cynomolgus macaques the effects of chronic ethanol exposure on the transcriptome using a within-subject design; area 46 was biopsied prior to ethanol exposure and compared with a contralateral sample taken at necropsy. Controls were treated similarly but without ethanol exposure. In the controls, 77 genes were uniquely DE (biopsy vs. necropsy), 99 genes were DE in both controls and drinkers, and 1242 were uniquely DE in the drinkers. About the set unique to the drinkers, we make two observations. First, the upregulated genes (*N* = 567) were significantly enriched in genes associated with receptor function and included *CHRM2*, *DRD5*, *GABRA1*, *GABRA4*, *GABRG2*, *GLRB*, *HTR2A*, *HTR2C*, and *NPYR5*. In comparison with the current study, it is pertinent to note that the GABA receptor subunits in Walter et al.^73^ were upregulated. Although a different species was used in Walter et al.^73^, the data comparison perhaps again points to regionally specific effects. Walter et al.^73^ also noted that among the genes uniquely downregulated in the drinkers, there was a significant enrichment in genes associated with inflammatory function/response. There is now robust evidence of relationships between neuroimmune signaling and AUDs.^74–76^ Neuroinflammatory mechanisms are associated with both the risk for and individual variation in excessive ethanol consumption.^17,77^ 

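A score over 22 inflammation genes, chosen before the values were seen, was 0.042 ± 0.24 in controls, −0.041 ± 0.19 in LD* and −0.0011 ± 0.24 in HD* animals (mean ± SD, n = 8 each). HD* animals and controls differed by −0.043 (exact permutation over 12870 assignments, p = 0.721), by 0.11 in cohort 5 (p = 0.571) and −0.091 in cohort 7a (p = 0.667). The direction reversed after TMM rescaling, to 0.059, and in cohorts 5 and 7a alone, to 0.015. Of 19 inflammation genes with a mean of at least 10 TPM, 14 were lower and 5 higher in HD* animals, with log2 fold changes from −0.32 to 0.53, 0 at an adjusted p under 0.05 and 0 at an unadjusted p under 0.05. VHD and HD animals differed by 0.33 (exact permutation, p = 0.0571), with 15 of the 19 genes higher and 4 lower in VHD animals and 5 at an adjusted p under 0.05 (limma, n = 4 each).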

The current study suggests that an inflammatory signature, if present in the NAcc, was below our level of detection.

Overall, the data presented here illustrate that in the NAcc there are significant transcriptome differences in rhesus macaques between controls and heavy/very heavy drinking animals. These are some of the first data to examine the transcriptional features associated with heavy/very heavy drinking in an NHP model of excessive ethanol consumption. Our working hypothesis was that excessive consumption would be associated with transcriptional differences in GABA/glutamate-related genes. The data support this hypothesis.

## Supplementary Material

Supplemental tables

## Figures and Tables

**FIGURE 1:**
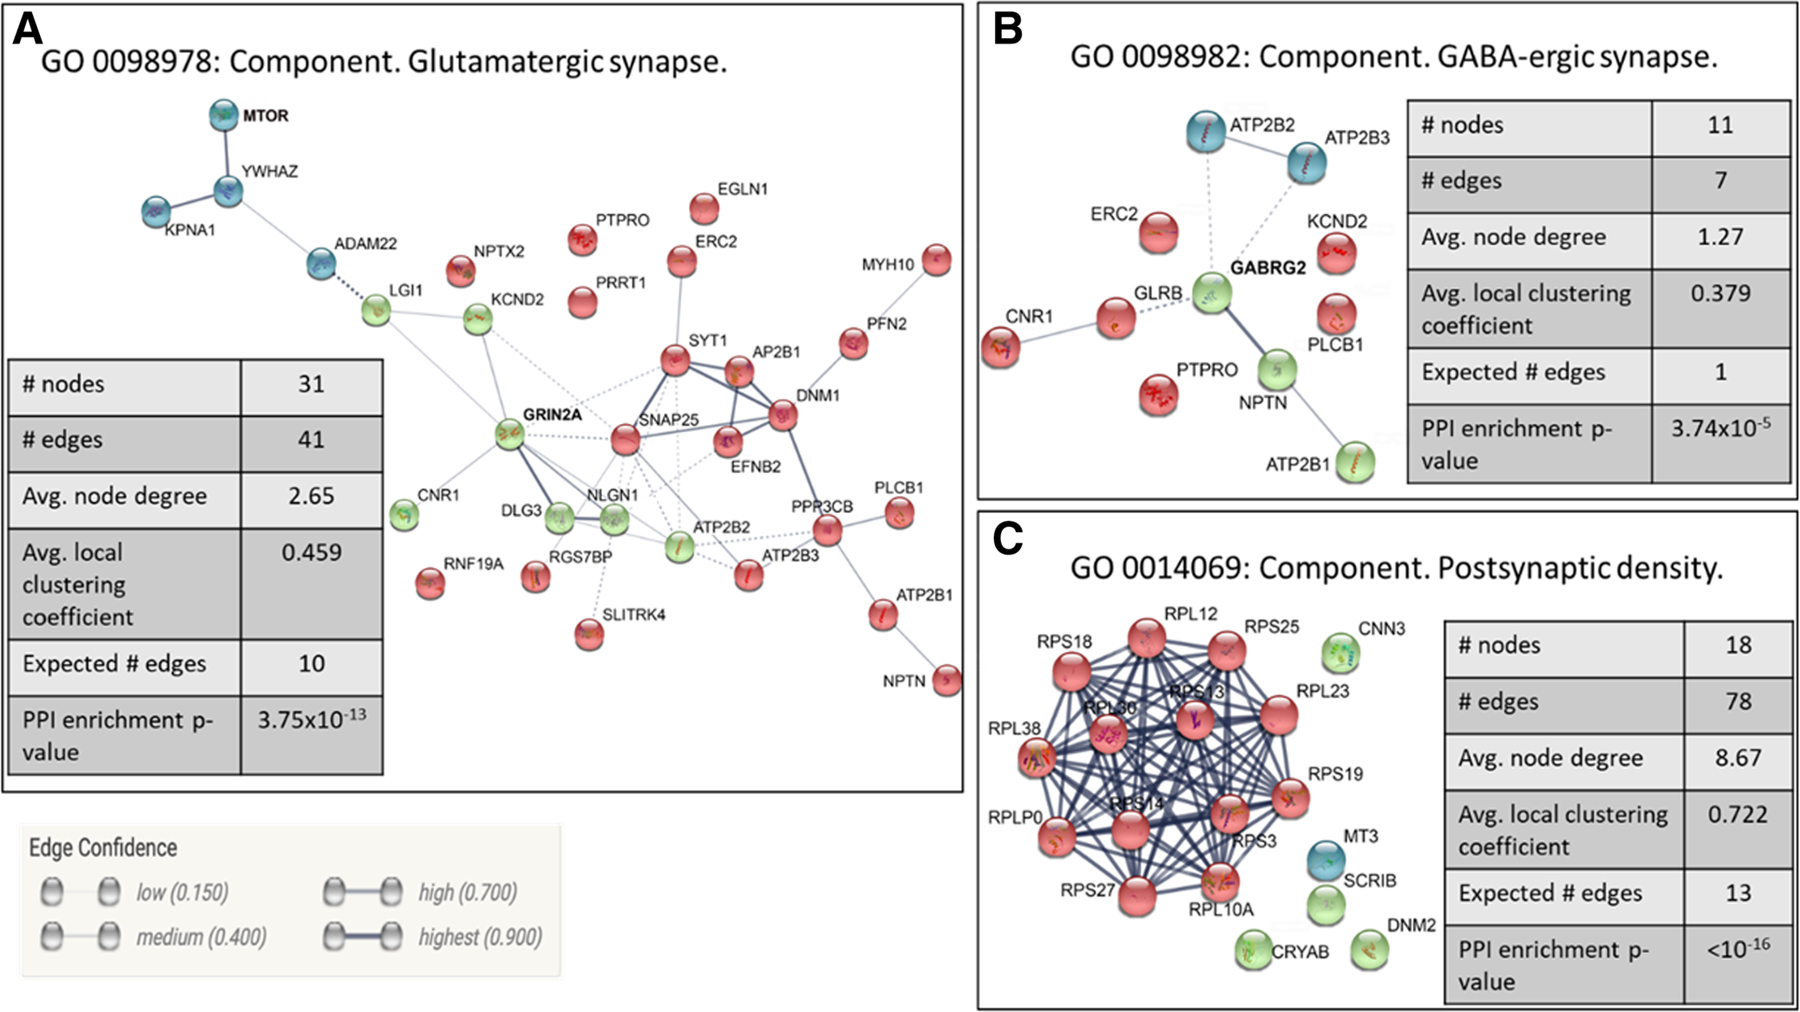
Network representation of three GO-enriched pathways. Genes in (a) and (b) were downregulated while in (c) was upregulated in heavy drinkers as compared with controls. Networks were created using String v11.0. Networks were built using text mining, experiments, databases, and co-expression datasets. The nodes represent proteins encoded by the differentially expressed genes. Edges represent protein–protein interactions. The edge confidence is represented by the thickness of the edge (as shown in the edge confidence description in the figure). Networks are clustered using k-means clustering

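For the genes of Figure 1C, a score over 18 genes was 0.0087 ± 0.35 in controls, −0.060 ± 0.36 in LD* and 0.051 ± 0.40 in HD* animals (mean ± SD, n = 8 each). HD* animals lay 0.043 above controls (exact permutation, p = 0.805), with differences of 0.20 in cohort 5 (p = 0.400) and −0.10 in cohort 7a (p = 0.467). Of these genes 14 were higher and 4 lower in HD* animals (median log2 fold change 0.10), 0 at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05.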

**FIGURE 2:**
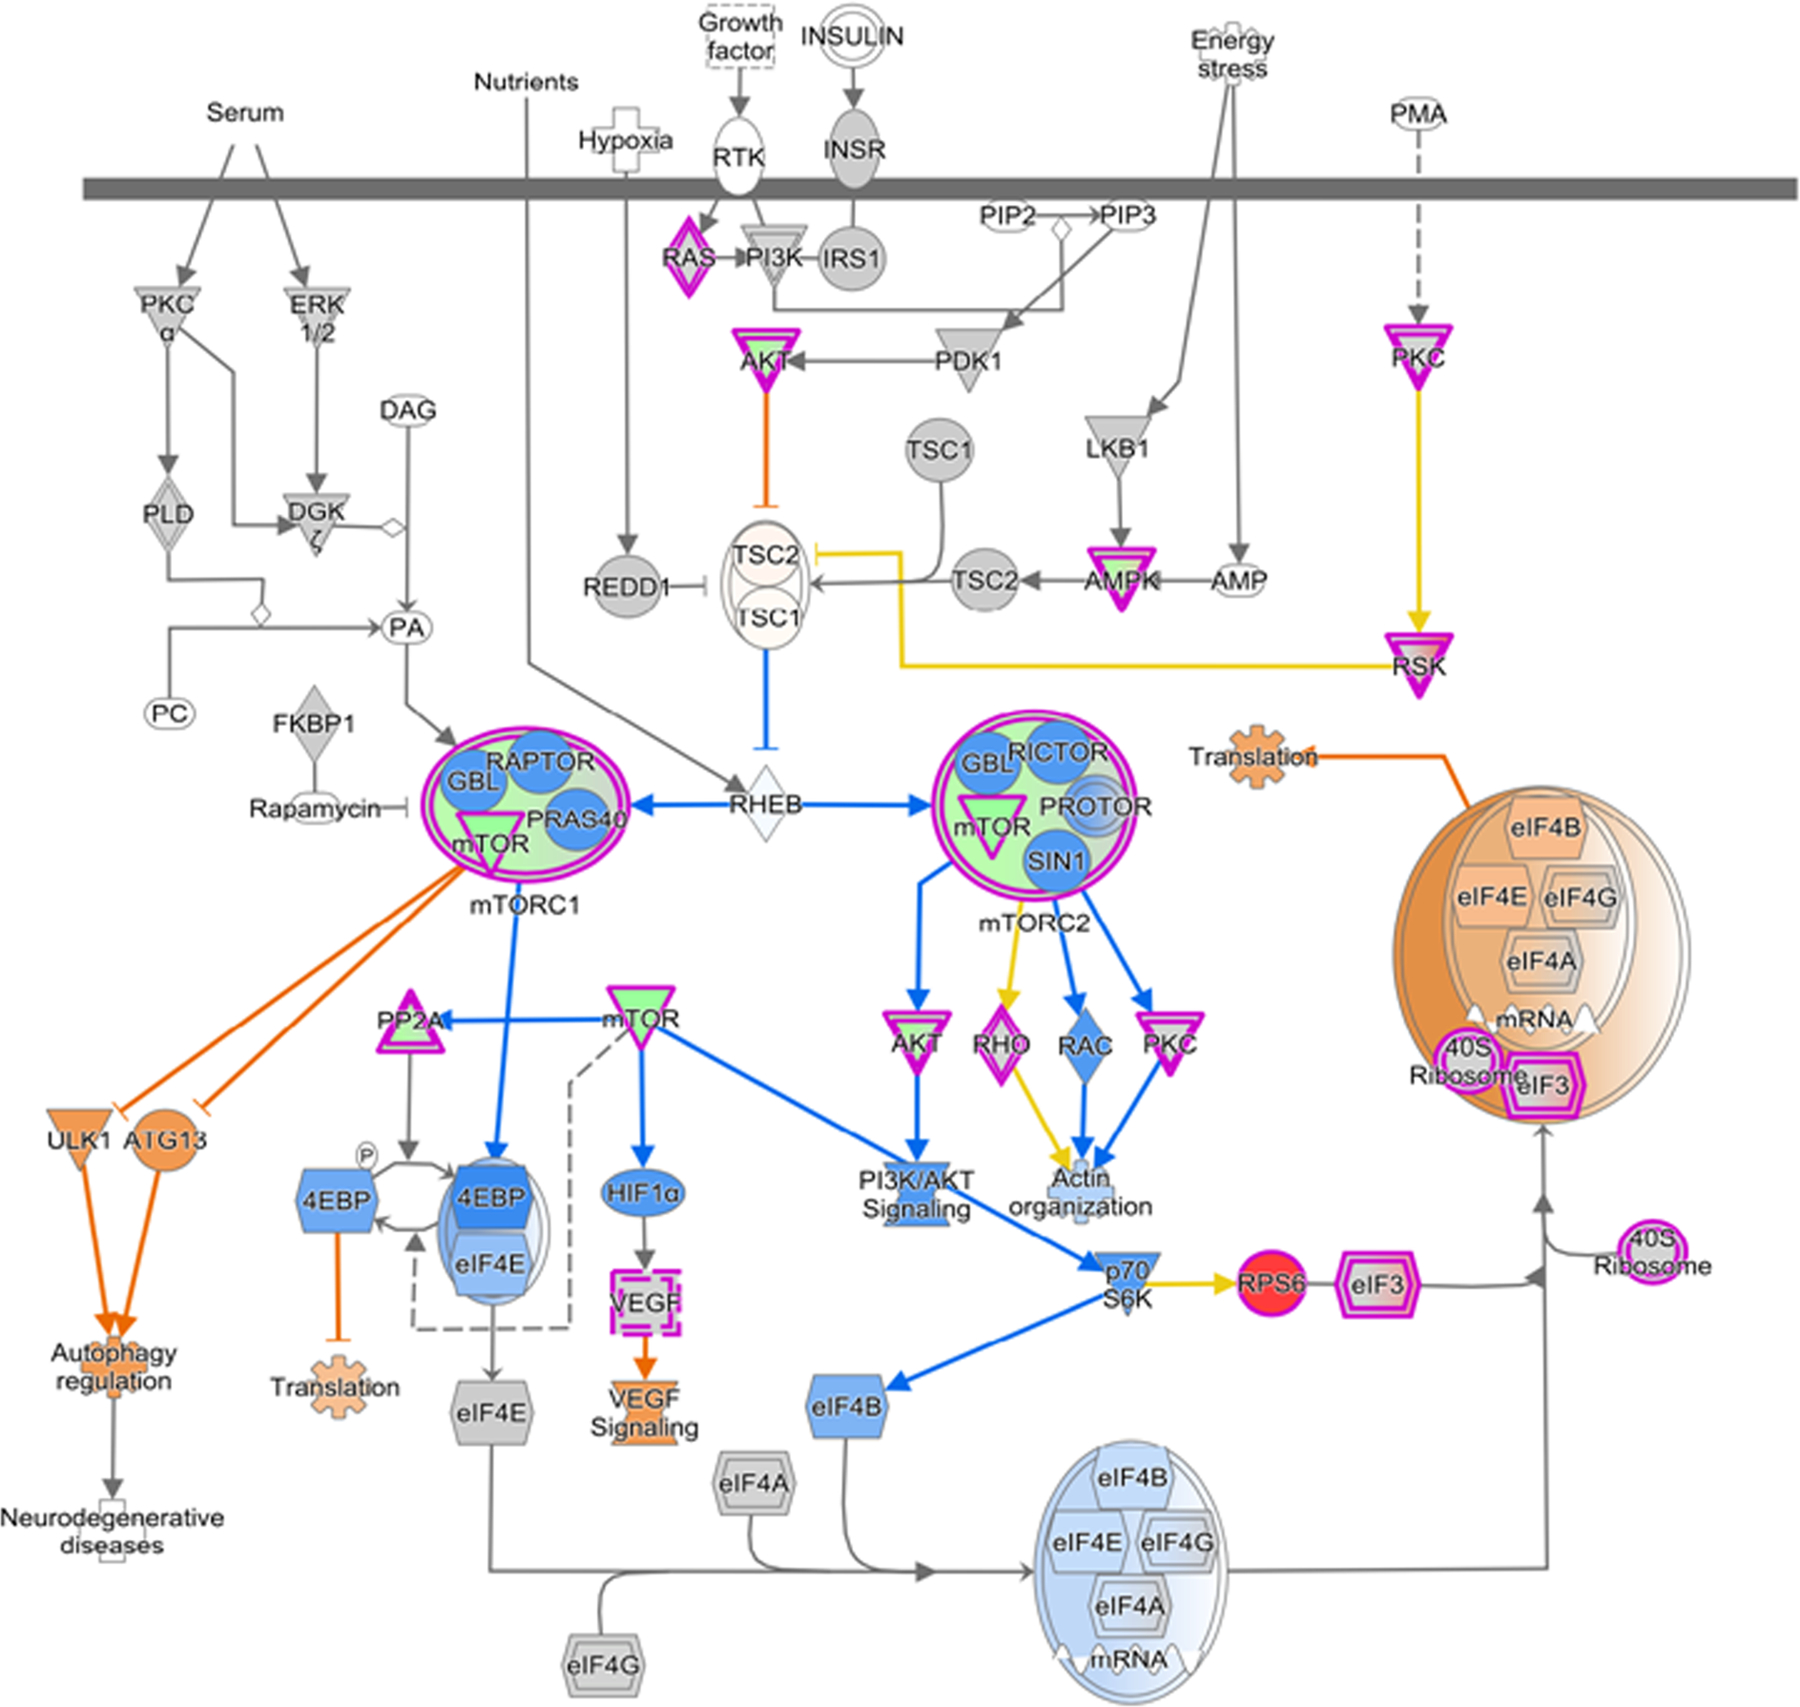
Ingenuity Pathway Analysis observed and predicted impact on mTOR signaling in HD versus control. Red and green indicate observed increased and decreased expression, respectively. Orange and blue indicate predicted activation and inhibition, respectively

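RPS6, a gene of the mTOR pathway, averaged 1737 ± 606 and 1992 ± 831 TPM (log2 fold change 0.16, SE 0.23, adjusted p = 0.847) in controls and HD* animals (mean ± SD, n = 8 each, limma). A control lay apart in RPS6 (3057 TPM, the others 1198 to 2006 TPM).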

**FIGURE 3:**
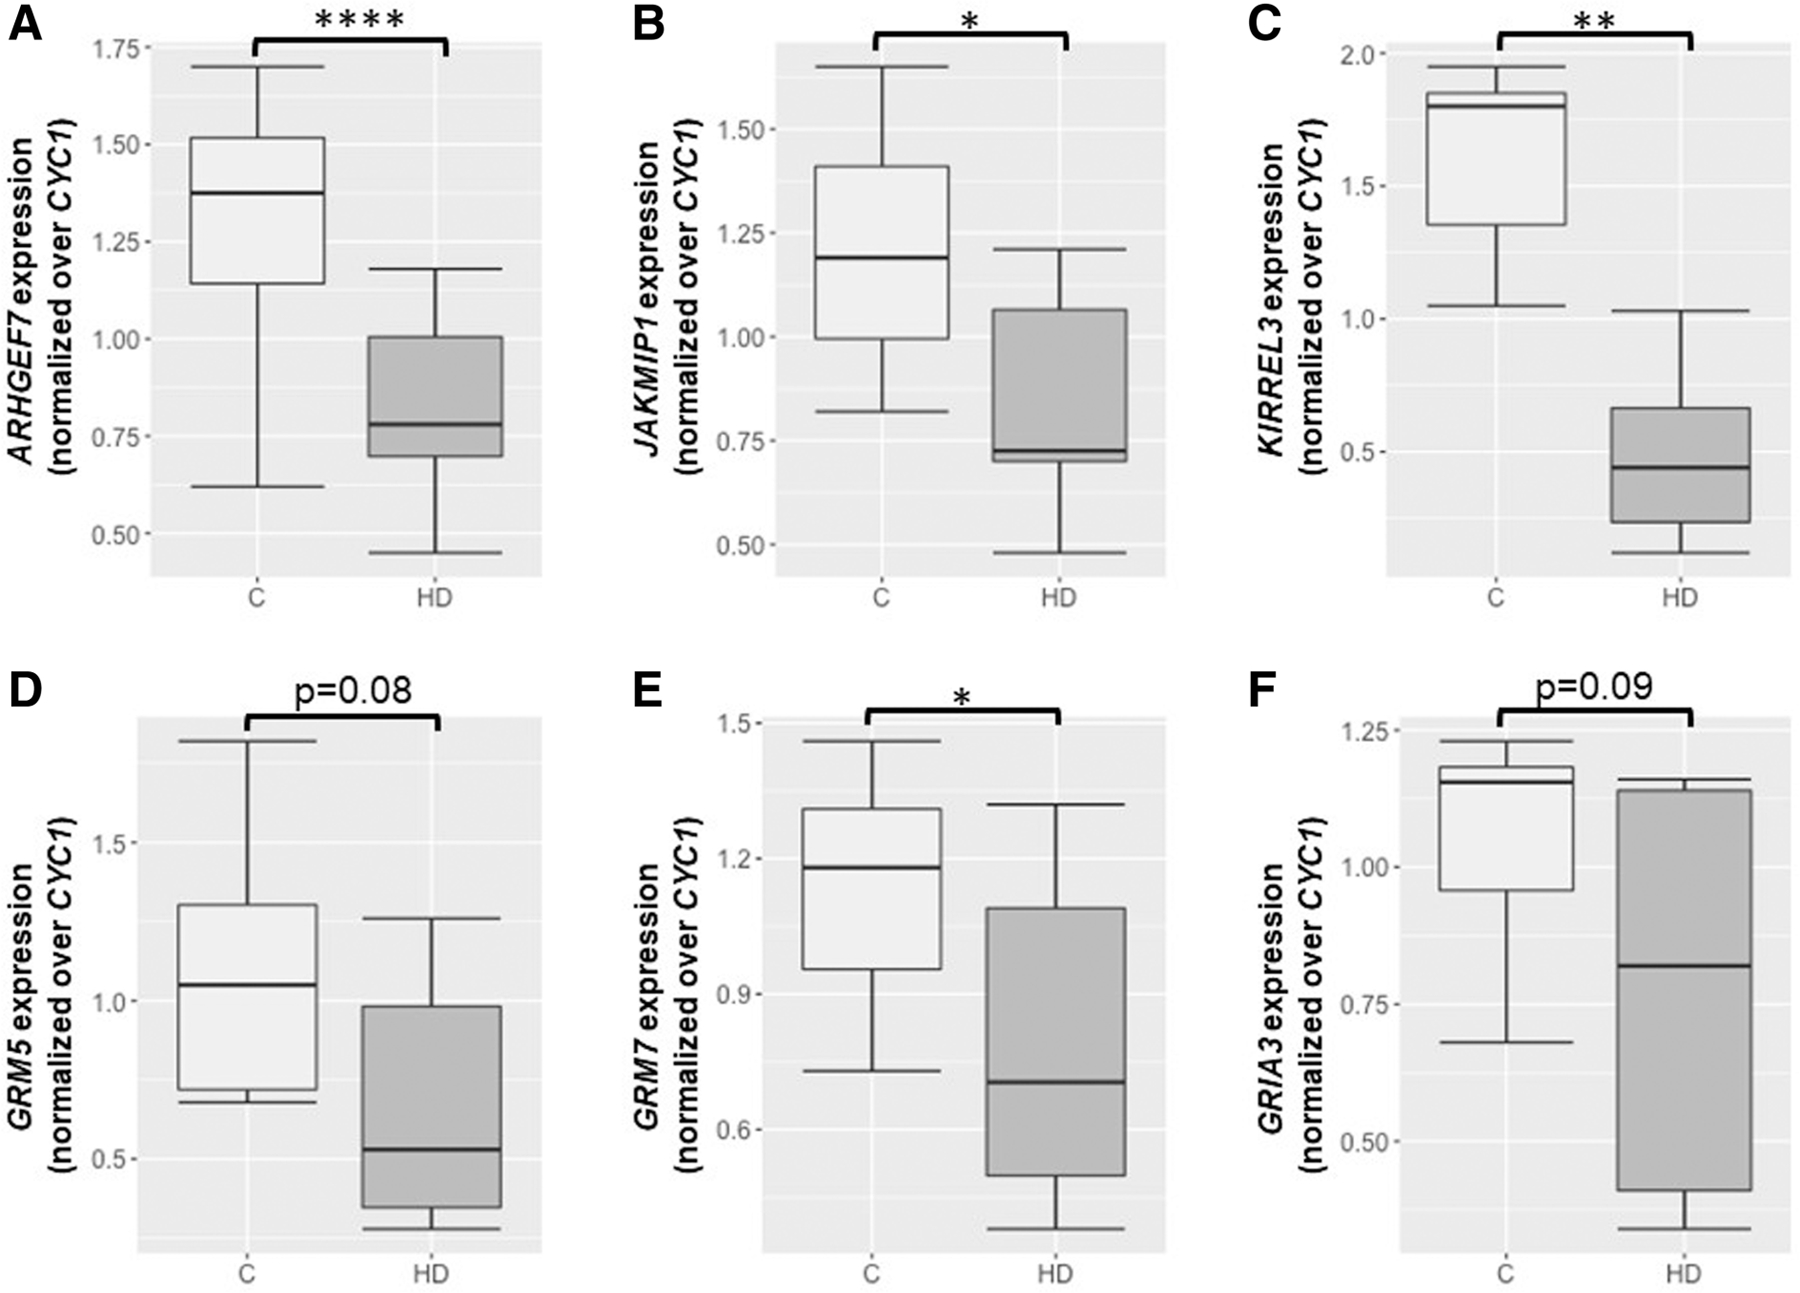
Summary of the gene expression profiles of six genes analyzed by qPCR. The relative expression of ARHGEF7 (a), JAKMIP1 (b), KIRREL3 (c), GRM5 (d), GRM7 (e), and GRIA (f) between controls (^ʹ^C) and heavy/very heavy (HD) drinkers is shown; independent *t*-test with Bonferroni correction for multiple comparisons, *p < 0.05, **p < 0.01, ****p < 0.0001. Error bars are mean +/− SEM

**TABLE 1:** Glutamate and GABA Associated Genes Down-regulated in the NAcc

Glutamate	GABA
ADAM22	
AP2B1	
ATP2B1	ATP2B1
ATP2B2	ATP2B2
ATP2B3	ATP2B3
CNR1	CNR1
DLG3	
DNM1	
EFNB2	
EGLN1	
ERC2	ERC2
GRIA3	GABRG2
GRIN2A	GLRB
GRM5	
GRM7	
KCND2	KCND2
KPNA1	
LGI1	
MTOR	
MYH10	
NLGN1	
NPTN	NPTN
NPTX2	
PFN2	
PLCB1	PLCB1
PPP3CB	
PRRT1	
PTPRO	PTPRO
RGS7BP	
RNF19A	
SLITRK4	
SNAP25	
SYT1	
YWHAZ

How the deposited data were processed for this re-analysis (not part of the article)

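The data are RNA-Seq of the NAcc core from 24 rhesus macaques, 8 controls, 8 LD* and 8 HD* animals (4 HD and 4 VHD), each measured once. The authors prepared polyA-selected libraries, sequenced them as paired-end reads, aligned the reads to the MacaM assembly with STAR, kept uniquely aligned reads, counted them on genes with HTSeq and tested the counts with DESeq2. The deposited values are TPM (transcripts scaled to a fixed total) made by the authors, although the name they carry speaks of normalized counts. How the authors turned counts into TPM, and which gene lengths were used, is not stated. Columns add up to between 999998 and 1000000 over 17208 gene symbols. Sequencing depth cannot be read from such values, so no counting error is given for any of them, and tests on read counts were not possible. Library strand and pairing are described differently in the paper and in the public record, and the paper's description is used. Categories, cohorts, daily intake and blood ethanol were taken from the authors' sample descriptions and Table S1 by animal number, and all 24 columns were used.

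Values were transformed to log2(TPM + 1). The 9197 genes with a mean of at least 10 TPM over the 24 animals were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend), with p-values adjusted by the Benjamini-Hochberg method. One model with 3 groups gave HD* against controls, LD* against controls and HD* against LD* at an adjusted p of 0.05. A second model of the 8 HD* animals gave VHD against HD at 0.001 and at 0.05. An interaction of the HD* effect with cohort was fitted to the controls and HD* animals of cohorts 5 and 7a. Named genes with a mean between 1 and 10 TPM were taken from the same model over the 13637 genes with at least 1 TPM. Adjusted p-values of genes are limma's throughout. Genes are named by 3 rules, namely the genes the paper's text names, the 10 genes with the smallest p in Table S2, and the 3 genes with the smallest p in each comparison where none passed. A few of the genes that the paper's text names are not reported here.

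Gene set scores are the mean over a set's genes of centred log2(TPM + 1), giving 1 value per animal. In the score of the genes of Table S2, those listed there as downregulated entered the mean with the opposite sign. The sets are ribosomal protein and translation initiation factor genes by symbol, the glutamatergic and GABAergic synapse genes of Table 1, the genes of Figure 1C and of Table S2, the 4 potassium channel genes, and lists of inflammation, oligodendrocyte, astrocyte and striatal neuron markers. The initiation factor set holds every symbol from EIF1 to EIF6, which takes in regulators such as EIF2AK1. Group differences in scores were tested by exact permutation over all assignments of animals, freely and within cohorts 5 and 7a. Scores, permutations and correlations were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. Correlations between scores and the share of variance explained by group were tested with 100000 permutations. The 2 most distant animals left out of a correlation are those farthest from the median of a single variable of the pair. Log2 fold changes were compared with those of Table S2 by symbol for genes listed there with an FDR under 0.05.

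The tests were tested on simulated data with 200 changed genes. Alternatives tried were pseudocounts of 0.1 and 8, no filter and filters of 1 and 100 TPM, rescaling by the trimmed mean of M-values (TMM, written for this purpose, trimming 30% of M and 5% of A at each end), array weights, only the compared groups in the model, cohort, marker scores, intake and principal components as covariates, cohorts 5 and 7a alone, other forms of the scores, 100 random regroupings of the animals, and each animal left out in turn. A correction for transcript length and tests on recovered reads were left out because neither lengths nor reads were available. The control animals' ages could not be matched to animal numbers and were not used. Enrichment analyses, transcript variants, qPCR and microRNA sites were not analysed here.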

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

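A value was marked when, within a group, the gap between an animal at the end and its nearest neighbour took up a large share of the range (Dixon's ratio at the 5% level). Among 470 groups of values tested, 37 were marked, where about 1 in 20 is expected without any fault, and the marks fell on 11 of the 24 animals. No value was removed on this ground.

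A single control held 8 marks, namely GRIN2C (8.99 TPM, the others 13.4 to 17.3), GATA1 (0.0428 TPM, the others 0), EDF1 (794 TPM, the others 503 to 623), LRP5 (16.4 TPM, the others 8.07 to 10.9), PPP1R14A (734 TPM, the others 136 to 337), CBR1 (449 TPM, the others 198 to 279), MBP (1497 TPM, the others 288 to 769) and MSN (91.6 TPM, the others 67.6 to 75.4). The myelin genes MBP and PPP1R14A are among them. The same animal had the highest oligodendrocyte score of all, 1.60, and the lowest striatal neuron score, −3.31, where the other groups reached no lower than −0.80.

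Another control held 5, namely RPS6 (3057 TPM, the others 1198 to 2006), TAF7 (69.3 TPM, the others 101 to 125), POLR2L (272 TPM, the others 112 to 181), YBX1 (204 TPM, the others 115 to 150) and PPID (30.4 TPM, the others 39.8 to 47.9). RPS6 was high in it and TAF7 was low, and leaving it out moved the glutamatergic synapse score from −0.084 to −0.21.

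An HD animal of cohort 5 held 6, namely KCND2 (34.0 TPM, the others 23.2 to 23.8), PLCB1 (82.6 TPM, the others 67.7 to 68.7), MTOR (41.6 TPM, the others 43.6 to 43.9), GATA1 (0.0368 TPM, the others 0), GPR158 (115 TPM, the others 89.0 to 92.1) and CRIP1 (22.8 TPM, the others 15.8 to 16.7). With 4 animals in a category, a single value decides much of the spread.

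Among LD* animals, a first held 4 marks, for TAF1 (18.4 TPM, the others 13.1 to 14.7), SNAP25 (2165 TPM, the others 782 to 1429), GPR39 (1.66 TPM, the others 0.544 to 0.944) and TNFSF10 (24.5 TPM, the others 10.5 to 14.1), another held 3, for potassium channel score (−0.62, the others −0.043 to 0.42), KCNT1 (13.0 TPM, the others 20.3 to 22.5) and MBP (1801 TPM, the others 209 to 808), and another held 1, for CRIP1 (23.2 TPM, the others 10.8 to 16.3).

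Among VHD animals, a first held 3 marks, for KAT2A (110 TPM, the others 58.5 to 73.6 in HD* animals), ESR1 (0.453 TPM, the others 0.0655 to 0.232 in HD* animals) and GTF3A (110 TPM, the others 152 to 160 in VHD animals), another held 2, for EDF1 (696 TPM, the others 583 to 600 in VHD animals) and CYC1 (490 TPM, the others 543 to 551 in VHD animals), and another held 1, for GATA1 (0.0451 TPM, the others 0 in VHD animals). A further HD animal held 3, for KIRREL3 (75.2 TPM, the others 49.6 to 50.9), JAKMIP1 (246 TPM, the others 179 to 188) and USE1 (52.8 TPM, the others 69.8 to 72.8), and a further control held 1, for CRIP1 (51.5 TPM, the others 16.3 to 33.0). GATA1 was read in so few animals that any nonzero value is marked, and ESR1 and GPR39 have means under 1 TPM as well.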

How the results depend on the processing

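Main settings and most alternatives were fixed before the data were examined. Chosen after the values were seen were the filter at 1 TPM, intake, the ribosomal protein score and principal components as covariates, and the striatal neuron score as a covariate for VHD against HD animals and for the comparison with Table S2. Count-based tests on recovered reads and a correction for transcript length, both listed beforehand, were not run, because TPM values keep no reads and no lengths were at hand.

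No setting gave a gene at an adjusted p under 0.05 for HD* animals against controls, LD* animals against controls or HD* against LD* animals, and leaving out each of the 16 animals gave 0 for HD* animals against controls (the other 2 were not tried in this way). At an unadjusted p under 0.05 the main counts were 357, 164 and 67, and array weights raised them to 721, 967 and 389. Leaving out 1 animal moved the count of 357 for HD* animals against controls to between 129 and 1145. For the interaction with cohort the count was 0, with 168 at an unadjusted p under 0.05.

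For VHD against HD animals the count at 0.001 was 0 (3652 at an unadjusted p under 0.05), 3246 with array weights and 0 to 44 on leaving out 1 animal. At 0.05 it was 2186, and 1408 with no filter, 802 with at least 100 TPM, 5939 with array weights, 1418 with all 24 animals in 4 groups, and 739 to 4094 on leaving out 1 animal. With the striatal neuron score as a covariate it was 0, with 1674 at an unadjusted p under 0.05.

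TMM rescaling raised the median log2 fold change of all genes between HD* animals and controls from −0.095 to 0.036, and between VHD and HD animals from −0.23 to −0.060. Differences of the size of this shift changed sign with it. For HD* animals against controls these were NBEA 0.049, GRM7 0.090, GRIN2C 0.0012, KCNH1 0.073, KCNT1 0.070, ATP2B3 0.041, PLCB1 0.066, PTPRO 0.050, MYC 0.017, KAT2A 0.057, TAF7 0.028, ILF2 0.029, RAD21 0.017, UBTF 0.12, SMAD4 0.049, YBX1 0.12, ATF4 0.085, AGT 0.080, CD63 0.050, CACNA1C 0.10, NOS1 0.11, PRKCE 0.037, CRYL1 0.10, USE1 0.037, CBR1 0.064, NLK 0.043, SLC35F1 0.11, MBP 0.026 and DENR 0.073. For VHD against HD animals they were MYC 0.025, EDF1 0.15, LRP5 0.10, CYC1 0.18 and STON2 0.16. Scores for HD* animals against controls changed sign as well, to 0.045 (glutamatergic), 0.049 (GABAergic), 0.053 (initiation factors, exact permutation p = 0.0416 against 0.306) and 0.059 (inflammation).

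With cohort as a covariate the sign for HD* animals against controls changed for KIRREL3 −0.040, GRIA3 −0.13, GRIN2A −0.21, KCNJ9 −0.10, ATP2B1 −0.21, ATP2B2 −0.12, NPTN −0.090, KAT2A 0.026, EGR1 −0.11, GTF3A −0.0081, DLG3 −0.13, AGT 0.12, CD63 0.054, GPR158 −0.18, CRYL1 0.045, PPP1R14A 0.12, CBR1 0.11, MBP 0.29, ENC1 −0.057, CADM3 −0.11 and PDE7B −0.068. Within cohorts 5 and 7a the inflammation score became 0.015 and the striatal neuron score −0.013. Permuting VHD and HD labels within cohort left the ribosomal protein difference at 0.74 and the glutamatergic difference at −0.99, each with the exact p rising from 0.0286 to 0.0556.

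On leaving out 1 animal at a time, score differences of HD* animals against controls ran over −0.21 to 0.056 (glutamatergic), −0.24 to 0.076 (GABAergic), −0.34 to −0.17 (astrocyte) and −0.052 to 0.094 (genes of Table S2). With all animals the astrocyte difference was −0.24 (exact permutation, p = 0.165, Benjamini-Hochberg over 9 scores 0.909). Its exact p ran from 0.0376 to 0.304 on leaving out 1 animal. The ribosomal protein difference of VHD and HD animals ran over 0.64 to 0.87 on leaving out 1 animal, with an exact p of up to 0.0571. Log2 fold changes of VHD against HD animals that changed sign ran over −0.047 to 0.038 for CYC1, −0.090 to 0.016 for EDF1, −0.00016 to 0.22 for GRIN2C, −0.059 to 0.13 for ILF2, −0.0045 to 0.29 for KAT2A, −0.034 to 0.11 for MSN, −0.19 to 0.23 for NFE2L2, −0.073 to 0.20 for SOX2, −0.064 to 0.059 for STON2 and −0.066 to 0.28 for XRCC4.

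The correlation with the log2 fold changes of Table S2 also depended on the setting. From 0.11 it went to 0.78 with cohort, 0.67 with the oligodendrocyte score and 0.75 with the striatal neuron score as a covariate. It went to −0.96 with intake, −0.97 with cohort and intake, −0.56 with the ribosomal protein score, −0.14 with the first component and −0.31 with the first 2 components. Controls drank no ethanol and the groups did not overlap in intake. A group difference at equal intake is therefore extrapolated, and the reversal with intake says nothing about the labelled groups.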

Differences from the paper's values

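The paper reports 734 genes with an FDR under 0.05 between HD* animals and controls, 366 upregulated and 368 downregulated, where the TPM values gave 0, 0 and 0, with 357 at an unadjusted p under 0.05. No setting tried brought the count from 0. For HD* against LD* animals the paper gives 6 genes, and the TPM values 0, with 67 at an unadjusted p under 0.05. For HD and VHD animals the paper gives, with an FDR under 0.001, 414 genes higher in HD and 228 higher in VHD animals, against 0 and 0 here, with 3652 at an unadjusted p under 0.05. At another threshold, 0.05, counts within 1.5 times the paper's total came from the filter at 100 TPM (802) and from leaving out 1 animal (739, 873 and 904), and array weights gave 3246 at 0.001. DESeq2 on reads estimates spread differently from limma on TPM, which may account for part of these counts, though the sign and size of fold changes depend on it less.

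In the paper's text the log2 fold changes are, with the value computed here second, ARHGEF7 −0.33 and −0.15, NBEA −0.68 and −0.083, KIRREL3 −0.37 and 0.0069 and JAKMIP1 −0.29 and 0.16. ARHGEF7 came near the paper's value with cohort as a covariate (−0.23). By qPCR the paper found ARHGEF7 and GRM7 lower in HD* animals, and those measurements were not examined here.

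In Table S2, genes with the same sign but another size were, again with the value computed here second, GRM7 −0.70 and −0.032, GRM5 −0.87 and −0.19, GLRB −0.52 and −0.14, KCND2 −0.79 and −0.21, KCNH1 −0.82 and −0.044, KCNT1 −0.60 and −0.057, ATP2B3 −0.81 and −0.086, CNR1 −0.98 and −0.25, ERC2 −0.55 and −0.13, PLCB1 −0.84 and −0.065, PTPRO −0.85 and −0.076, MTOR −0.41 and −0.15, RPS6 0.87 and 0.16, POLR2L 0.66 and 0.22, POLE4 0.64 and 0.20, SNAP25 −0.57 and −0.18, CACNA1C −0.54 and −0.019, NOS1 −0.52 and −0.011, PRKCE −0.68 and −0.093, SCN3B −0.69 and −0.21, NLK −0.55 and −0.086, SLC35F1 −0.80 and −0.022, UBE2K −0.46 and −0.14, AFTPH −0.36 and −0.16 and DENR −0.33 and −0.058. With cohort as a covariate MTOR (−0.23) and AFTPH (−0.24) came near.

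Genes of opposite sign that Table S2 gives as lower in HD* animals were GRIA3 −0.76 and 0.052, GRIN2A −0.96 and 0.074, KCNJ9 −0.48 and 0.022, ATP2B1 −1.05 and 0.11, ATP2B2 −0.77 and 0.073, NPTN −0.68 and 0.10, DLG3 −0.68 and 0.039, GPR158 −1.01 and 0.090, ENC1 −0.94 and 0.17, CADM3 −0.75 and 0.046 and PDE7B −0.96 and 0.25.

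Genes of opposite sign that Table S2 gives as higher in HD* animals were NFE2L2 0.44 and −0.36, SOX2 0.40 and −0.23, AGT 0.89 and −0.055, CD63 0.67 and −0.085, NPC2 0.60 and −0.19, CRYL1 0.52 and −0.030, USE1 0.59 and −0.10, PPP1R14A 1.34 and −0.27, CBR1 0.62 and −0.071 and MBP 1.53 and −0.11.

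In all, 50 log2 fold changes differed, 23 of them in sign. TMM rescaling brought none of them to the paper's value and left 30 of opposite sign, and cohort as a covariate brought 3 and left 5 of opposite sign. Table S2 also prints a TPM value for each animal under its number and category. Only 1739 rows of Table S2 were read, and 1734 of these genes were matched by symbol. In 1734 genes the values of all 24 animals are the same as those used here. The remaining genes of Table S2 were not compared. The labels used here are therefore those of Table S2, and its log2 fold changes do not follow from its own values grouped by its own categories. CRYL1, for instance, is given as 0.52, and its values by category give −0.030.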

Other observations

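Of the tests in this part, those of cohort, of marker scores as covariates, of column names, of white matter and of random covariates, and the counts over random divisions except the one of VHD and HD animals at 0.05, were set down before their outcome was known. Chosen after the result was seen were the tests of sample order, of the direction between VHD and HD animals, of the first component, of random divisions for the correlation with Table S2, of the striatal neuron score against the ribosomal protein score, and the count of divisions at 0.05. The wording of the verdicts on cohort, cell composition and column names was also settled with the values in view.

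The log2 fold changes of Table S2 are almost those of the first principal component. Across 711 genes they correlate with its loadings at r = 0.99, and with the VHD minus HD log2 fold changes at 0.96 (97.7% of the same sign), while they correlate with the HD* minus control log2 fold changes at 0.11. The first component separates animals within every group and differs by only 2.43 between HD* animals and controls. Groupings whose means on that component happen to differ tend to give a high correlation. Of 100 random divisions of the 16 animals, 93 correlated at least as strongly as the labelled groups, with a median |r| of 0.735.

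That the paper's labels had been paired with columns in another order is a candidate explanation, and pairing animal-number order with the column order gives r = 0.88. Among 100 random regroupings of the 24 animals 17 gave a correlation as large, so the high value is not particular to that order. Column names attached to the wrong libraries could not be told from correct ones, since cohort explained 15.1% of the variance in animal-number order (permutation p = 0.269) and 16.0% by the column names. The direction between VHD and HD animals is not singled out either, as 3 of the 35 divisions of the HD* animals, the labelled one included, correlated at least as strongly.

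Cohort as a covariate in the paper's model could account for part of the difference, with a correlation of 0.78, short of the 0.8 set beforehand, and cell composition, through the oligodendrocyte score (0.67) or the striatal neuron score (0.75, chosen after the values were seen), for less. The median |r| of random divisions of the same 16 animals is 0.735, and none of the 3 brings a gene past the threshold. The slope of the log2 fold changes on those of Table S2 with cohort as a covariate is 0.23, so even then the changes are much smaller than the paper's.

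What the first component is remains open. White matter in the dissection finds mixed support, with r = 0.021 between the oligodendrocyte and ribosomal protein scores and r = 0.28 between the oligodendrocyte score and the first component (permutation p = 0.192), though the latter is 0.54 without the 2 animals most distant on the first component (permutation p = 0.00954) and 0.21, −0.24 and 0.88 in cohorts 5, 7a and 7b. The control with the highest oligodendrocyte score, 1.60, was kept in that value of 0.54. A varying share of striatal neurons may contribute, with r = −0.76 between the striatal neuron score and the first component (permutation p = 1e-05, adjusted over 7 relations 2.3e-05), and −0.96, −0.92 and −0.78 in cohorts 5, 7a and 7b. Between the striatal neuron and ribosomal protein scores r was −0.42 (permutation p = 0.0409, adjusted over 7 relations 0.0572) and rho −0.74. Without the 2 most distant animals r was −0.69. It was −0.82 and −0.89 in cohorts 5 and 7a, but +0.24 in cohort 7b. The lowest striatal neuron score, −3.31, belongs to a control whose oligodendrocyte score is the highest, and leaving that animal out still gave 0 genes between HD* animals and controls. The values hold no record of dissection, RNA quality or time of death.

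For HD* animals against controls, LD* animals against controls, HD* against LD* animals and the interaction with cohort, 100 of 100 random divisions gave as many genes as the labels, that is 0 or more. At an unadjusted p under 0.05 as many were reached in 42, 50, 72 and 55 of 100. The 8 animals per group would have shown most changes of 1 on the log2 scale in the simulated data (172 of 200) and fewer of 0.5 (69 of 200), so changes of that size or smaller would mostly be missed.

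The contrast of VHD and HD animals stands out more. At 0.05 only 1 of 35 divisions, the labelled one, gave 2186 genes, and at 0.001 all 35 gave 0 or more. Chance alone would put the labelled division first in 1 of 35 cases, so this rests on 8 animals. A different share of striatal neurons is a candidate explanation, since the striatal neuron score as a covariate left 0 genes, but 92 of 100 random covariates with the same correlation with category (−0.92) left fewer than 10% as many, and 83 left none. With 4 animals each, composition and drinking category cannot be separated. The labelled categories also differ in intake by only 0.45 g/kg, and intake correlated with the ribosomal protein score at r = 0.47 (permutation p = 0.209) and rho = 0.49 (permutation p = 0.223) in LD* animals and at r = 0.53 (permutation p = 0.175) and rho = 0.67 (permutation p = 0.0762) in HD* animals. Without the 2 most distant animals of each, r was 0.56 (permutation p = 0.25) and 0.66 (permutation p = 0.161), and rho 0.55 (permutation p = 0.272) and 0.84 (permutation p = 0.0444).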
